# Primed primary metabolism in systemic leaves: a functional systems analysis

**DOI:** 10.1038/s41598-017-18397-5

**Published:** 2018-01-09

**Authors:** Jens Schwachtje, Axel Fischer, Alexander Erban, Joachim Kopka

## Abstract

Plants evolved mechanisms to counteract bacterial infection by preparing yet uninfected systemic tissues for an enhanced defense response, so-called systemic acquired resistance or priming responses. Primed leaves express a wide range of genes that enhance the defense response once an infection takes place. While hormone-driven defense signalling and defensive metabolites have been well studied, less focus has been set on the reorganization of primary metabolism in systemic leaves. Since primary metabolism plays an essential role during defense to provide energy and chemical building blocks, we investigated changes in primary metabolism at RNA and metabolite levels in systemic leaves of *Arabidopsis thaliana* plants that were locally infected with *Pseudomonas syringae*. Known defense genes were still activated 3–4 days after infection. Also primary metabolism was significantly altered. Nitrogen (N)-metabolism and content of amino acids and other N-containing metabolites were significantly reduced, whereas the organic acids fumarate and malate were strongly increased. We suggest that reduction of N-metabolites in systemic leaves primes defense against bacterial infection by reducing the nutritional value of systemic tissue. Increased organic acids serve as quickly available metabolic resources of energy and carbon-building blocks for the production of defense metabolites during subsequent secondary infections.

## Introduction

During long-term co-evolution with pathogenic bacteria, plants gained the ability to prepare yet non-infected (systemic) tissue for enhanced (primed) defense responses once bacteria attacked locally other parts of the plant^1,2^. This mechanism is known as systemic acquired resistance (SAR). SAR is induced after the plant either recognized certain pathogen-associated molecular patterns (PAMPs), such as flagellin and lipopolysaccharides for PAMP-triggerd immunity (PTI), or effector proteins that are introduced into host cells by the pathogen’s Type III secretion system to suppress innate immunity for effector-triggered immunity (ETI)^3–5^. Both PTI and ETI induce partially overlapping defense responses in infected leaves of *Arabidopsis thaliana* ^6,7^. These defenses impose physiological costs due to activation of signal cascades, production of defense metabolites and general re-organization of primary metabolism^8,9^. These metabolic changes lead to loss of energy and resources that would otherwise be available for growth and reproduction under non-stressed conditions^10^. For example, after a local pathogen attack, the plant’s photosynthetic capacity is drastically impaired by down-regulation of genes of the 2 photosystems. In addition stomata close and form a physical barrier against bacterial entry into the leaf at the trade-off of limited CO_2_ supply^11,12^. Amino acid pools are strongly reduced in locally infected leaves already several hours after the infection^13^. It is largely unknown, which metabolic changes are necessary for fuelling the plant’s defense response and which changes are actively manipulated by the pathogens in order to better access to essential nutrients^14,15^. Furthermore, Schwachtje and Baldwin^16^ suggested that re-modelling of primary metabolism in its own right may act as a defense component.

*Pseudomonas syringae* is a pathogen with a hemi-biotrophic life-style and exclusively depends on plant metabolites for its propagation. During the early phase of the infection, *P. syringae* colonizes the apoplast and is well adapted to utilize nutrients present in the apoplastic fluid^17^. Several strains of *P. syringae* lack genes that are required for uptake and catabolism of metabolites that are typically present at low concentrations in the apoplast, such as valine, isoleucine or glyoxylate^14,18,19^. These strains can still efficiently metabolize abundant metabolites as glutamate, glutamine, aspartate, asparagine and GABA^20^. Abundant metabolites have been shown to increase locally in leaves early after an infection^13^. We therefore argue that the pathogen’s capability to utilize such nutrients is a specific adaptive mechanism and integral part of bacterial infection.

It is suggested that bacteria developed the ability to actively interfere with plant metabolism and defense via effector proteins and different other compounds^15^. For example, *P. syringae* produces coronatine, which mimics the hormone conjugate jasmonic acid-isoleucine and may negatively interfere with salicylic acid signalling, which regulates anti-bacterial defenses in plants^21^. Certain lipopeptides are produced by *P. syringae* pathogenic varieties, which alter integrity of cell membranes^22^. Other pathovars of *P. syringae* produce so-called antimetabolites, which are small peptide-like molecules that are thought to interfere with enzymes of nitrogen metabolism^23–25^, such as glutamine synthase and ornithine-metabolizing enzymes. Recently, different mechanisms of competition for apoplastic sugars between the plant and pathogens have been elucidated. For example, in response to *Pseudomonas syringae*, Arabidopsis enhances the activity of a monosaccharide transporter that removes sugars from the apoplast^26^. *Phytophtora sojae* produces xyloglucan endoglucanases that release monosaccharides from the cell wall, which is counteracted by glucanase inhibitors from soybean^27^. Therefore, we expect that it would be advantageous for the plant to modify primary metabolism of yet non-infected leaves to reduce the nutritional quality of the apoplastic fluid and to prepare leaves so that the influence of pathogens on metabolism is counteracted.

In this study we explore, how plant primary metabolism in systemic tissue changes after local infection with bacterial pathogens and how these changes differ from known local metabolic changes in infected tissues. We investigate both, transcriptional and metabolic medium-term responses of yet non-infected systemic leaves 3 to 4 days after a first localized infection of leaves with avirulent *P. syringae* avrRpm1. In a systems biology approach, we determine the main genes that are responsible for re-organization of primary metabolism and correlate transcript changes with relative changes of primary metabolites. We discuss how alterations of tricarboxylic acid (TCA)-cycle, amino acid and sugar metabolism may serve as integrated mechanisms of primed plant defense responses.

## Methods

### Plants and bacteria

*Arabidopsis* Col-0 plants were germinated on half-strength MS medium. After 10 days plants were individually transferred to single pots with peat substrate. Plants were grown in a growth chamber with a 16 h light phase at 150 µmol m^−2^s^−2^, 20 °C at night, 22 °C during the day, and relative air humidity of 70%. 4 week old plants were used for the experiment. Three lower mature leaves per plant were inoculated 5 h before the end of the light phase, i.e. 11 h after light on (dawn), by syringe-infiltration with ~15 µl of *P. syringae* avrRpm1 (*Pst*) in 10 mM MgCl_2_ at OD_600_ = 0.02 (10^7^ cfu/ml), mock treatment consisted of 10 mM MgCl_2_.

### Profiling of the primary metabolome

At day 3 and 4 after infection or mock infection young systemic leaves were harvested and snap frozen in liquid nitrogen. The sampling times were at 9 h, 10 h, 12 h, 15 h and 9 h after dawn, respectively, of the 16 h day (Fig. 1). Four to 7 independent replicates per treatment and time point were analysed. Profiling of primary metabolites was performed as described by Erban *et al*.^28^. Frozen leaf tissue (40–100 mg) was ground (2 × 45 s, maximum frequency) by a Retsch mill (MM 400, Retsch, Haan, Germany). Per mg of leaf tissue, metabolites were extracted first with 4.5 µl methanol containing 0.2 mg*mL^−1^ U-^13^C-sorbitol as internal standard at 70 °C for 15 min and subsequently with 2.5 µL chloroform for 5 min at 37 °C. The liquid was partitioned by adding 5 µL H_2_O per mg leaf tissue to obtain a fraction enriched with polar metabolites. The polar phase (~160 µL) was completely dried in a vacuum concentrator. The polar fraction was derivatized by methoxyamination and trimethylsilylation. A mixture of n-alkanes (C_12_, C_15_, C_18_, C_19_, C_22_, C_28_, C_32_ and C_36_) served as retention index standards^29^. A 1 µL aliquot of the samples was injected in splitless mode at 230 °C into a 6890N24 gas chromatograph (Agilent Technologies, Böblingen, Germany; http://www.agilent.com). The sample was separated on a Varian FactorFour column (VF-5 ms, length 30 m, diameter 0.25 mm, and 0.25 µm film thickness (Agilent Technologies, Böblingen, Germany) using the following temperature programme 1 min at 70 °C; ramp to 350 °C at 9°/min, 5 min at 350 °C, then cooling. Compounds were detected by electron ionization/time-of-flight mass spectrometry (EI-TOF-MS) using a Pegasus III TOF mass spectrometer (LECO Instrumente GmbH, Möchengladbach, Germany). Chromatograms were obtained and baseline corrected by ChromaTOF software (Version 4.22, LECO, St. Joseph, USA). Identification of metabolites was manually supervised with the TagFinder software^30^ and the mass spectra and retention time index (RI) reference collection of the Golm Metabolome Database^31,32^. Peak heights were normalized to U-^13^C-sorbitol and fresh weights.

**Figure 1:**
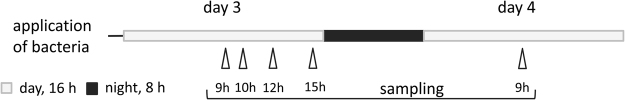
Scheme of harvesting time points. Samples were taken at 5 time points over 2 days, each shown as hours after dawn. Metabolites were measured at all time points, RNA-Seq was carried out at 10 h and 15 h during day 3 and at 9 h during day 4. Plants were inoculated or mock treated at 11 h after dawn.

### RNA sequencing (RNA-Seq) analysis

Leaf harvests at day 3 were done at 10 h and 15 h after dawn and at day 4 at 9 h after dawn. Frozen leaf tissue (40–100 mg) from three independent replicates each of bacteria-primed and mock treated was ground (2 × 45 s, maximum frequency) by a Retsch mill (MM 400, Retsch, Haan, Germany). Each harvest was a young systemic leaf from a single rosette. The harvested systemic leaves were all developmentally younger than the previously locally infected leaves. RNA was extracted with the RNeasy Plant Mini Kit according to the manual (QIAGEN GmbH, Hilden, Germany). RNA was quantified with a Qubit® RNA HS Assay Kit (ThermoFisher Scientific Life Technologies GmbH, Darmstadt, Germany) and RNA quality was further assessed by agarose gel electrophoresis. Sequencing was carried out at the Max-Planck-Genome Centre (Cologne, Germany) including quality check by Agilent 2100 Bioanalyzer (Agilent Technologies GmbH & Co. KG, Waldbronn, Germany), polyA mRNA enrichment, RNA library preparation, and sequencing at 3 gigabase (Gb) raw reads per sample by Illumina HiSeq 3000 sequencers (Illumina Inc., San Diego, CA, USA). The expression data were uploaded to the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) and made available through accession number GSE101839. Sequence data of all samples were mapped with STAR v2.5.2a using default parameters^33^. Ensembl version 31 (TAIR10) genome reference in FASTA format (ftp://ftp.ensemblgenomes.org/pub/release-31/plants/fasta/arabidopsis_thaliana/dna/Arabidopsis_thaliana.TAIR10.31.dna.toplevel.fa.gz) and Ensembl version 31 cDNA Annotation in GTF format (ftp://ftp.ensemblgenomes.org/pub/release-31/plants/gtf/arabidopsis_thaliana/Arabidopsis_thaliana.TAIR10.31.gtf.gz) were used for genome indexing. Anti-strand read counts from the ReadsPerGene files of all 18 samples were merged in order to perform a differential expression analysis with DSeq2^33,34^ as guided by the rnaseqGene Bioconductor workflow (https://www.bioconductor.org/help/workflows/rnaseqGene/). Briefly, samples were grouped by their three replicates, read count data were then loaded with DESeqDataSetFromMatrix to create a DeSeqDataSet object to subsequently run the standard analysis consisting of the functions DESeq and Results. Transcript abundance data were expressed as log_2_-transformed fold changes (log2fc) of mature primed versus mock-treated leaves from single plants. In all pairwise comparisons, genes were defined as differentially expressed if the Benjamini-Hochberg adjusted P-value was lower than 0.05. Gene set enrichment analysis was done with clusterProfile for KEGG terms and PlantGSEA for GO terms^35,36^. The significance threshold of gene set enrichments was false discovery rate (FDR) < 0.05.

## Results

### Bacteria- induced transcriptional changes in systemic leaves affect primary metabolic functions and are under circadian control

For the investigation of the systemic transcriptional response of mature systemic leaves to a bacterial infection we selected a period of 3–4 days after *Pst* infection. 

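The data behind this investigation are RNA-Seq libraries of single young systemic leaves, each from 1 rosette. Here 17 libraries were analysed in 6 groups, namely primed and mock leaves at day 3, 10 h after dawn, at day 3, 15 h and at day 4, 9 h. Each group held 3 replicates except the mock leaves of day 3, 10 h, of which replicates 1 and 3 were analysed and replicate 2 was not. The authors mapped the reads with STAR to the TAIR10 genome and deposited the read counts per gene of each library, without normalization, for 33602 genes and 3 ways of assigning reads to a strand. Reported here are the anti-strand counts that the paper used. Reads that mapped to several places in the genome made up 1.75% to 2.32% of the reads of a library and are in no gene's count.

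Between 18786883 and 22230006 reads per library were counted on genes. The median total of a group was lowest in primed leaves at day 3, 15 h (19618275 reads) and highest in mock leaves at day 4, 9 h (21740731 reads). The 10 genes with the most reads took 7.79% to 14.2% of a library. Counts were scaled by edgeR's TMM method, with normalization factors from 0.849 to 1.14, and are given as CPM, the counts scaled to a common library size. Primed and mock leaves were compared at each time point by edgeR's quasi-likelihood test in 1 fit of all 17 libraries, for the 18998 genes that passed edgeR's filter on low counts. A gene is called regulated when its Benjamini-Hochberg adjusted p lay below 0.05, which is the threshold the paper states. Positions are those of the TAIR10.1 build.

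In all 16 pairs of replicates of the same group, the counts differed by more than the sampling noise of counting, with a chi-square per degree of freedom between 7.36 and 41.3. The log2 CPM of the same pairs correlated across genes with a Pearson's r between 0.972 and 0.989. Along the principal component with the largest share of the variance (42.4%), all libraries of day 4 lay apart from all libraries of day 3.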

The return of most induced responses was thought previously to be one of the basic requirements for the study of the relevant plant priming and memory phenomena^37^. 

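In the comparison of 3 primed with 2 mock leaves at day 3, 10 h after dawn, 1238 genes were upregulated and 1222 were downregulated. The median absolute log2 fold change of these 2460 genes was 0.70, and the median standard error of a log2 fold change over all tested genes was 0.175. Without an adjustment for multiple testing, 5469 genes had a p below 0.05. Among the alternatives that keep all leaves, the total moved most in a fit of the libraries of this time point alone, with 468 upregulated and 201 downregulated genes. With the replicate number as a replicate block, 695 genes were upregulated and 729 downregulated. Deviations from the group means correlated with a mean r of 0.0430 between leaves of the same replicate number (-0.0279 and 0.114 in the 2 pairs).

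Among regulated genes with every primed leaf above every mock leaf, the largest rises were those of LUP5 (At1g66960, chromosome 1 from 24984878 to 24992043), which encodes a terpenoid cyclase, with 7.25 (SE 1.41, adjusted p = 0.00370), of EDA36 (At4g13890, chromosome 4 from 8031972 to 8033731), annotated as a pyridoxal phosphate-dependent transferase, with 7.13 (SE 2.07, adjusted p = 0.0353), and of At4g10500 (chromosome 4 from 6491017 to 6492578), a 2-oxoglutarate and Fe(II)-dependent oxygenase, with 7.12 (SE 1.41, adjusted p = 0.00404). All of them had 2 counts or fewer in each mock leaf. The largest falls with every primed leaf below every mock leaf were those of UMAMIT33 (At4g28040, chromosome 4 from 13940307 to 13942436), an EamA-like transporter, with -5.89 (SE 1.01, adjusted p = 0.00160), of ILL5 (At1g51780, chromosome 1 from 19204512 to 19206586), an IAA-amino acid hydrolase, with -5.71 (SE 1.71, adjusted p = 0.0417), and of At3g28270 (chromosome 3 from 10538005 to 10540070), a putative transmembrane protein, with -4.32 (SE 0.787, adjusted p = 0.00236). The fall of ILL5 did not stay past the threshold in any of the 3 fits that each left out one primed leaf. With each leaf left out in turn, the log2 fold change ranged from -7.50 to -1.40 for ILL5 and from -5.18 to -1.97 for At3g28270. For UMAMIT33 it ranged from -6.43 to -5.05.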

At day three after priming, 10 h after dawn, 597 differentially expressed genes relative to the mock treatment were upregulated and 477 genes were downregulated (Fig. 2). 

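The pathogenesis-related gene PR1 (At2g14610, chromosome 2 from 6241640 to 6242541) had 14.8 ± 8.34 CPM (SD, n = 3) in primed leaves and 12.9 ± 7.19 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of 0.19 (SE 0.773, adjusted p = 0.899). The same gene at day 3, 15 h had 9.98 ± 5.41 CPM (SD, n = 3) in primed and 0.812 ± 0.987 CPM (SD, n = 3) in mock leaves, and the log2 fold change was 3.62 (SE 0.935, adjusted p = 0.0805). With no filter on low counts, the change at 15 h passed the threshold (adjusted p = 0.0134). For day 4, 9 h PR1 had 21.6 ± 24.8 CPM (SD, n = 3) in primed and 2.06 ± 0.372 CPM (SD, n = 3) in mock leaves, with a log2 fold change of 3.38 (SE 0.816, adjusted p = 0.0262). Every primed leaf was above every mock leaf at these later time points but not at day 3, 10 h. Across the 6 fits that each left out one leaf, the log2 fold change at day 4 ranged from 1.83 to 3.85 and passed the threshold in 1 of them.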

The major upregulated gene sets were related to biotic stress response functions (Table 1, Supplementary Table S1), such as the gene ontology (GO) defined gene sets, defense response (GO: 0006952, FDR: 2.11E-3), salicylic acid biosynthetic process (GO: 0009697, FDR: 1.07E-17) and systemic acquired resistance (GO: 0009627, FDR: 5.3E-45), including PR1 (At2g14610; lg2fc at day 3, 15 h: 2.92, lg2fc at day 4: 2.84). These observation confirmed successful bacterial infection of the plant system. 

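A panel of 18 genes of salicylic acid synthesis and signalling, PR1 among them, was followed. Of the 18 genes 11 were upregulated at day 3, 10 h and 0 were downregulated, where 5469 genes of the whole test had an unadjusted p below 0.05. The changes in the panel ranged from -1.16 to 6.67, with a median of 0.90. The largest rise was that of WRKY38 (At5g22570, chromosome 5 from 7495455 to 7496990), which had 8.63 ± 2.77 CPM (SD, n = 3) in primed and 0.0778 ± 0.0319 CPM (SD, n = 2) in mock leaves and a log2 fold change of 6.67 (SE 0.839, adjusted p = 2.91e-04). The glucanase gene PR2 (At3g57260, chromosome 3 from 21188397 to 21189967) had 245 ± 187 CPM (SD, n = 3) in primed and 13.2 ± 7.62 CPM (SD, n = 2) in mock leaves, a log2 fold change of 4.22 (SE 0.844, adjusted p = 0.00426). WRKY70 (At3g56400, chromosome 3 from 20908711 to 20910623) rose by 2.73 (SE 0.365, adjusted p = 3.43e-04) and SARD1 (At1g73805, chromosome 1 from 27744790 to 27749248) by 2.12 (SE 0.371, adjusted p = 0.00188). The isochorismate synthase gene ICS1 (At1g74710, chromosome 1 from 28070295 to 28074177) was lower in every primed leaf, and its log2 fold change of -0.44 (SE 0.166, adjusted p = 0.0901) did not pass the threshold. With a fit of this time point's libraries alone, 6 genes of the panel were regulated.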

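Membership in GO sets was not used here. Instead 11 sets were drawn by fixed words in the gene descriptions of the reference, which describes 98.8% of the tested genes, and were tested with limma's camera at its preset inter-gene correlation of 0.01, adjusted over all 33 results. At day 3, 10 h the 78 genes of glycolysis and gluconeogenesis had a mean log2 fold change of -0.20 ± 0.418 (SD across 78 genes, adjusted p = 3.93e-05), with 19 genes downregulated and 3 upregulated. The mean of the 40 aminotransferases was -0.08 ± 0.593 (SD across 40 genes, adjusted p = 0.0962), with 9 downregulated and 2 upregulated genes. When the inter-gene correlation was instead estimated for each set, 0 of the sets passed the threshold at any time point. The smallest adjusted p was then 0.0800, for glycolysis and gluconeogenesis.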

Several gene sets related to primary metabolism were downregulated, such as the cellular carbohydrate metabolic process (GO: 0044262, FDR: 3.59E-15), cellular nitrogen compound catabolic process (GO: 0044270, FDR: 4.73E-9) and generation of precursor metabolites and energy (GO: 0006091, FDR: 2.35E−23). These results indicated medium-term highly significant re-organization of primary metabolism in systemic leaves that was associated with anti-bacterial plant defense responses. These processes were furthermore accompanied by the upregulation of the gene set carboxylic acid biosynthetic process (GO: 0046394, FDR: 4.31E-3). 

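Table 2 lists 18 genes of N metabolism and 20 of C metabolism. In the counts of day 3, 10 h, 11 of the 18 were downregulated and 5 upregulated, with a median absolute log2 fold change of 0.93. Of the 20 genes of C metabolism, 12 were downregulated and 5 upregulated, with a median absolute log2 fold change of 0.79.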

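Photosynthesis was followed with 66 genes whose descriptions name photosystem subunits or light-harvesting proteins. Their mean log2 fold change at day 3, 10 h was -0.40 ± 0.197 (SD across 66 genes, adjusted p = 4.85e-13). In this set 65 of the 66 genes were lower in primed leaves and 18 were downregulated. The mean of the 17 genes of chlorophyll biosynthesis was -0.43 ± 0.555 (SD across 17 genes, adjusted p = 0.00346), with 3 downregulated. For both sets the mean of every primed leaf was below that of every mock leaf.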

Also, photosynthesis-related genes were downregulated, namely light reaction (GO: 0019684, FDR: 3.27E-12), photosystem II assembly (GO: 0010207, FDR: 8.74E-5) and chlorophyll metabolic process (GO: 0015994, FDR: 1.21E-11).

**Figure 2:**
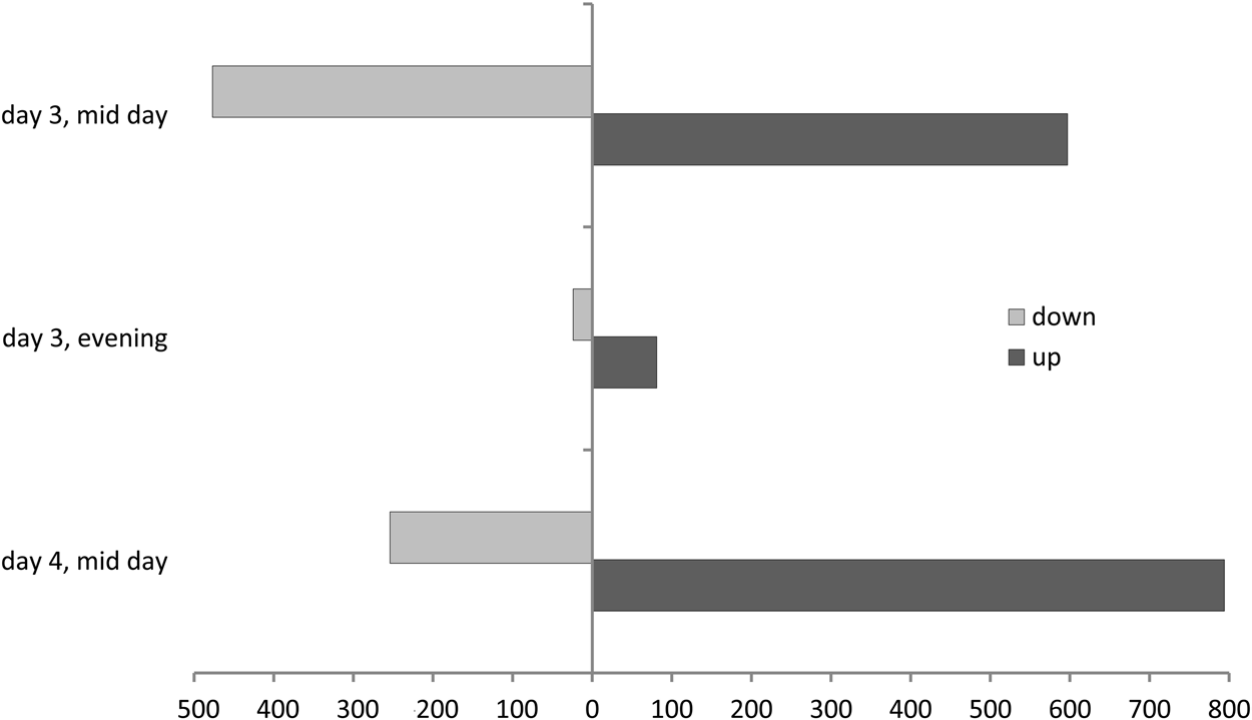
Overview of number of up- and down-regulated genes at each harvest time point.

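Among the regulated genes, 520 of the upregulated and 197 of the downregulated genes at day 3, 10 h had an absolute log2 fold change of at least 1. These numbers were 61 and 15 at day 3, 15 h, and at day 4, 9 h they were 243 and 77. In all, 3169 genes were regulated at 1 or more of the time points and 52 at all 3.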

**Table 1:** List of significantly regulated gene sets, treatment vs. mock for three time points (days – hour after dawn).

Gene Set Name (number of genes in set)	Day 3, 10 h		Day 3, 15 h		Day 4, 9 h		GO number
	Number of regulated genes	FDR of GO term vs. mock treatment	Number of regulated genes	FDR of GO term vs. mock treatment	Number of regulated genes	FDR of GO term vs. mock treatment	
DEFENSE_RESPONSE (1644)	129	**2.11E-34**	33	**7.52E-17**	88	**7.22E-07**	GO: 0006952
SYSTEMIC_ACQUIRED_RESISTANCE (444)	83	**5.30E-45**	22	**7.96E-18**	52	**9.32E-15**	GO: 0009627
DEFENSE_RESPONSE,_INCOMPATIBLE_INTERACTION (535)	92	**2.60E-47**	24	**1.81E-18**	58	**3.77E-15**	GO: 0009814
SALICYLIC_ACID_BIOSYNTHETIC_PROCESS (209)	36	**1.07E-17**	13	**1.79E-11**	27	**3.10E-08**	GO: 0009697
CELLULAR_CARBOHYDRATE_METABOLIC_PROCESS (1771)	86	3.59E-15	—	n.s.	—	n.s.	GO: 0044262
CELLULAR_NITROGEN_COMPOUND_CATABOLIC_PROCESS^88^	16	4.73E-09	—	n.s.	11	2.28E-06	GO: 0044270
GENERATION_OF_PRECURSOR_METABOLITES_AND_ENERGY (730)	63	2.35E-21	—	n.s.	—	n.s.	GO: 0006091
CARBOXYLIC_ACID_BIOSYNTHETIC_PROCESS (1113)	44	**4.31E-03**	13	**8.19E-04**	—	n.s.	GO: 0046394
PHOTOSYNTHESIS,_LIGHT_REACTION (333)	33	3.27E-12	—	**n.s**.		n.s.	GO: 0019684
PHOTOSYSTEM_II_ASSEMBLY (177)	15	8.74E-05	—	**n.s**.	—	n.s.	GO: 0010207
CHLOROPHYLL_METABOLIC_PROCESS (188)	25	1.21E-11	—	**n.s**.	12	3.05E-04	GO: 0015994
RNA_METHYLATION (185)	35	**2.94E-18**	—	**n.s**.	127	**2.76E-112**	GO: 0001510
RIBOSOME_BIOGENESIS (435)	33	**9.88E-08**	—	**n.s**.	118	**5.06E-68**	GO: 0042254
PYRIMIDINE_RIBONUCLEOTIDE_BIOSYNTHETIC_PROCESS (140)	22	**4.43E-10**	—	**n.s**.	72	**6.94E-56**	GO: 0009220
RESPONSE_TO_OXIDATIVE_STRESS (586)	30	2.00E-05	—	n.s.	—	n.s.	GO: 0006979
RESPONSE_TO_SALT_STRESS (780)	33	2.22E-04	—	n.s.	—	n.s.	GO: 0009651
RESPONSE_TO_OSMOTIC_STRESS (834)	34	3.33E-04	6	4.71E-02	—	n.s.	GO: 0006970
RESPONSE_TO_COLD (622)	27	1.10E-03	—	n.s.	—	n.s.	GO: 0009409

All shown GO sets are biological processes. FDR of upregulated gene sets are marked in bold font, downregulated in normal font, n.s.: not significant.

Subsequently, at the end of day 3 after priming (at 15 h of the light period, one hour before onset of the night), the number of significantly regulated genes was much less compared to the mid of the light phase (Fig. 2). 

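Of the 18998 genes tested at day 3, 15 h after dawn, 126 were regulated, and 2463 had an unadjusted p below 0.05. The median standard error of a log2 fold change was 0.156, below that of day 3, 10 h. The joint fit gives each gene the same dispersion at every time point, so this error does not show the spread at 15 h. In fits of each time point alone, the common biological coefficient of variation between replicates was 18.1% at day 3, 10 h, 14.5% at day 3, 15 h and 11.8% at day 4, 9 h. The median absolute log2 fold change over all tested genes was 0.24 at day 3, 10 h, 0.14 at day 3, 15 h and 0.20 at day 4, 9 h.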

Only 81 genes were upregulated and even less, i.e. 24, were downregulated. 

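The counts gave 87 upregulated and 39 downregulated genes at day 3, 15 h. In fits that each left out 1 of the 6 leaves, 0 to 55 genes were upregulated and 0 to 71 were downregulated. A replicate block gave 117 and 36 genes, and deviations correlated with a mean r of 0.0207 between same-numbered leaves (-0.0957 to 0.0937 over 3 pairs). The largest rises with every primed leaf above every mock leaf were those of At4g10500 with 4.32 (SE 0.860, adjusted p = 0.0378), LUP5 with 4.21 (SE 0.845, adjusted p = 0.0378) and WAK3 (At1g21240, chromosome 1 from 7434235 to 7436830), a wall-associated kinase, with 3.90 (SE 0.602, adjusted p = 0.0210). The largest falls were those of At2g22590 (chromosome 2 from 9592956 to 9594579), a UDP-glycosyltransferase, with -2.75 (SE 0.597, adjusted p = 0.0489), of PUB19 (At1g60190, chromosome 1 from 22198266 to 22200687) with -2.17 (SE 0.468, adjusted p = 0.0477) and of At5g55570 (chromosome 5 from 22514214 to 22515458), an uncharacterized protein, with -2.12 (SE 0.352, adjusted p = 0.0269).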

The number of remaining regulated genes was only 10% of the number of genes that were regulated at the 10 h time point of the same day. 

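The 126 regulated genes of day 3, 15 h are 5.12% of the number at day 3, 10 h. Of them 98 were also regulated at 1 or both of the other time points. With DESeq2 without shrinkage, 313 genes were upregulated and 230 downregulated at day 3, 15 h, which is 18.1% of that tool's number at 10 h.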

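Of the 18 salicylic acid genes, 4 were upregulated at day 3, 15 h and 16 were higher in primed than in mock leaves. The 4 were PR2 with 3.47 (SE 0.680, adjusted p = 0.0364), PR5 (At1g75040, chromosome 1 from 28177670 to 28179022) with 2.02 (SE 0.402, adjusted p = 0.0378), PAD4 (At3g52430, chromosome 3 from 19431095 to 19434450) with 1.23 (SE 0.216, adjusted p = 0.0269) and WRKY38 with 2.81 (SE 0.497, adjusted p = 0.0269). Of these, PR2 passed the threshold in none of the 6 fits that each left out one leaf. WRKY70, which was regulated at 10 h, had 105 ± 10.9 CPM (SD, n = 3) in mock leaves at 15 h against 17.5 ± 12.8 CPM (SD, n = 2) in mock leaves at 10 h, and its log2 fold change at 15 h was 0.26 (SE 0.285, adjusted p = 0.798).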

Most upregulated GO gene categories were related to defense response and signalling (Table 1, Supplementary Table S1). 

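The 66 photosystem and light-harvesting genes at day 3, 15 h had a mean log2 fold change of -0.31 ± 0.146 (SD across 66 genes, adjusted p = 5.63e-20). All 66 genes were lower in primed leaves, while 0 of them passed the threshold as single genes (2463 of all tested genes had an unadjusted p below 0.05). The mean log2 CPM of the set lay between 8.65 and 8.81 in the 3 primed leaves and between 8.88 and 9.23 in the 3 mock leaves. Chlorophyll biosynthesis had a mean of -0.27 ± 0.202 (SD across 17 genes, adjusted p = 0.00103), with 16 of 17 genes lower. The glycolysis and gluconeogenesis set had a mean of -0.14 ± 0.329 (SD across 78 genes, adjusted p = 4.39e-05) and the aminotransferases one of -0.07 ± 0.509 (SD across 40 genes, adjusted p = 0.00825). With the inter-gene correlation estimated for each set, the adjusted p of the photosystem set was 0.358.

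**Figure D1:**
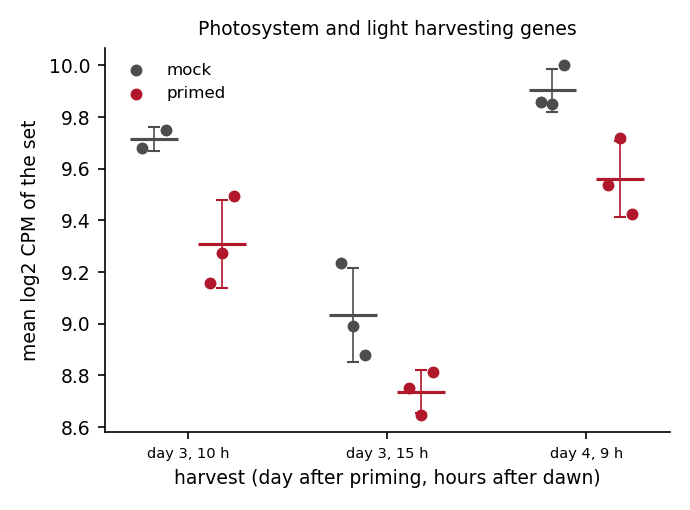
Mean log2 CPM of the 66 photosystem and light-harvesting genes (vertical axis) in each library, by harvest (horizontal axis) and treatment; points are libraries, and bars are the mean and SD of the libraries. At day 3, 15 h the primed leaves lie between 8.65 and 8.81 and the mock leaves between 8.88 and 9.23.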

Photosynthesis-related gene GO sets were not regulated any longer and most of the sets related to primary metabolism that were regulated during the light phase were either not regulated or to a much lesser degree (Table 1, Supplementary Table S1).

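In the 3 primed and 3 mock leaves of day 4, 9 h, 781 genes were upregulated and 513 downregulated. The total of 1294 is 52.6% of that of day 3, 10 h, and 4660 genes had an unadjusted p below 0.05. With a replicate block 483 genes were upregulated and 310 downregulated, where the mean r of deviations was 0.0604 between same-numbered leaves (-0.0479 to 0.162 over 3 pairs). In fits of each time point's libraries alone, the order of the time points turned, with 1465 upregulated and 916 downregulated genes at day 4, 9 h against 468 and 201 at day 3, 10 h. The largest rises with every primed leaf above every mock leaf were those of At2g21220 (chromosome 2 from 9089226 to 9090052), a SAUR-like auxin-responsive protein, with 5.14 (SE 0.808, adjusted p = 0.00673), LUP5 with 5.10 (SE 1.09, adjusted p = 0.0176) and SDR4 (At3g29250, chromosome 3 from 11193389 to 11195171) with 3.91 (SE 0.872, adjusted p = 0.0196). The largest falls were those of UMAMIT33 with -4.04 (SE 0.718, adjusted p = 0.0116), of At4g22490 (chromosome 4 from 11849653 to 11850436), annotated as a bifunctional inhibitor or lipid-transfer protein, with -3.60 (SE 0.609, adjusted p = 0.00907) and of MIOX2 (At2g19800, chromosome 2 from 8530865 to 8533779), a myo-inositol oxygenase, with -3.46 (SE 0.947, adjusted p = 0.0409). MIOX2 had 7 counts or fewer in each leaf.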

At day 4 after priming, again approximately in the middle of the light phase, i.e. 9 h after dawn, the number of significantly regulated genes increased again to 794 up- and 254 downregulated genes (Fig. 2). 

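The 266 genes of cytosolic ribosomal proteins had a mean log2 fold change of 0.42 ± 0.312 (SD across 266 genes, adjusted p = 9.56e-23) at day 4, 9 h, and 56 were upregulated and 0 downregulated. For the 75 genes of ribosome biogenesis and rRNA processing the mean was 0.33 ± 0.464 (SD across 75 genes, adjusted p = 2.07e-08), with 22 upregulated and 1 downregulated. The 238 pentatricopeptide repeat proteins had a mean of 0.17 ± 0.388 (SD across 238 genes, adjusted p = 0.00837). The means of these sets at day 3, 10 h were 0.28 ± 0.336 (SD across 266 genes, adjusted p = 2.50e-08) for ribosomal proteins, 0.27 ± 0.474 (SD across 75 genes, adjusted p = 1.37e-04) for ribosome biogenesis and 0.23 ± 0.444 (SD across 238 genes, adjusted p = 0.00380) for pentatricopeptide repeat proteins. In the same order they were -0.03 ± 0.152 (SD across 266 genes, adjusted p = 0.951), -0.01 ± 0.195 (SD across 75 genes, adjusted p = 0.726) and -0.01 ± 0.211 (SD across 238 genes, adjusted p = 0.613) at day 3, 15 h.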

The most upregulated gene sets were related to RNA metabolism, such as RNA methylation (GO: 0001510, FDR: 2.8E-112), ribosome biogenesis (GO: 0042254, FDR: 5.06E-68) and pyrimidine ribonucleotide biosynthetic process (GO: 0009220, FDR: 6.94E-56). Genes of the cellular nitrogen compound catabolic process (GO: 0044270, FDR: 2.28E-6) and the chlorophyll metabolic process (GO: 0015994, FDR: 3.05E-4) returned to be significantly changed. 

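Chlorophyll biosynthesis had a mean log2 fold change of -0.32 ± 0.415 (SD across 17 genes, adjusted p = 0.00909) at day 4, with 2 genes downregulated. Photosystem and light-harvesting genes had a mean of -0.34 ± 0.215 (SD across 66 genes, adjusted p = 2.83e-14), with 59 of the 66 genes lower and 6 downregulated. Of the 18 genes of N metabolism in Table 2, 4 were upregulated and 2 downregulated at day 4. The response of chlorophyll and nitrogen genes was not tested for a difference between day 3, 15 h and day 4 at the level of sets.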

Still, the previously changed defense related gene sets were upregulated, specifically the defense response sub set incompatible interaction (GO: 0009814, FDR: 3.77E-15) and systemic acquired resistance (GO: 0009627, FDR: 9.32E-15).

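Among the 18 salicylic acid genes 5 were upregulated at day 4, 9 h, and 16 were higher in primed leaves. PR2 had 139 ± 68.3 CPM (SD, n = 3) in primed and 15.0 ± 3.19 CPM (SD, n = 3) in mock leaves, a log2 fold change of 3.21 (SE 0.679, adjusted p = 0.0172). PR5 had 131 ± 41.3 CPM (SD, n = 3) in primed and 22.4 ± 6.75 CPM (SD, n = 3) in mock leaves, a log2 fold change of 2.55 (SE 0.413, adjusted p = 0.00718). SARD1 and ACD6 (At4g14400, chromosome 4 from 8294165 to 8299195) were the other regulated genes next to PR1, with 1.55 (SE 0.324, adjusted p = 0.0158) and 1.21 (SE 0.321, adjusted p = 0.0365). The 18 genes described as pathogenesis-related proteins did not pass the threshold as a set at any time point, with means of -0.13 ± 0.655 (SD across 18 genes, adjusted p = 0.475) at day 3, 10 h, 0.27 ± 1.10 (SD across 18 genes, adjusted p = 0.364) at 15 h and 0.18 ± 1.12 (SD across 18 genes, adjusted p = 0.964) at day 4.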

The different RNA-Seq profiles at the three analysed time points and specifically the transient attenuation at the end of the day indicate that the priming response in systemic leaves is under strong circadian control. 

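The difference in response between time points was tested itself, as the interaction of treatment and time point in the same fit. Between day 3, 10 h and day 3, 15 h, 46 genes differed in their response (2232 with an unadjusted p below 0.05, smallest adjusted p = 0.0148). The response was more positive at 10 h in 37 of them and more negative at 10 h in 9. WRKY70 was 1 of the 37, with a difference of 2.47 (SE 0.450, adjusted p = 0.0328). Between day 4, 9 h and day 3, 15 h, 0 genes differed (2331 with an unadjusted p below 0.05, smallest adjusted p = 0.0818). Between day 4, 9 h and day 3, 10 h, 0 genes differed as well (1859 with an unadjusted p below 0.05, smallest adjusted p = 0.0554). Among the alternatives that keep all leaves, DESeq2 moved these numbers most, to 279, 153 and 131 genes.

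For the 2460 genes regulated at day 3, 10 h, the log2 fold changes at day 3, 15 h had the same sign in 87.4% of the upregulated and 85.6% of the downregulated genes. Their regression on the values of 10 h had a slope of 0.384 across genes, which are not independent replicates. The same sign was found at day 4, 9 h in 92.6% of the upregulated and 93.8% of the downregulated genes, with a slope of 0.387. Without the 4 plant defensin genes of Table 2 the slopes were 0.424 at 15 h and 0.468 at day 4. Genes chosen as regulated at one time point are expected to have smaller changes at another, since the choice favours values that are large there by chance. Starting from the 1294 genes regulated at day 4, the slope was 0.875 on day 3, 10 h and 0.447 on day 3, 15 h. From the lower number of regulated genes at the end of day 3 and the different profiles of the 3 time points, the paper reasons that the priming response of systemic leaves is under circadian control.

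**Figure D2:**
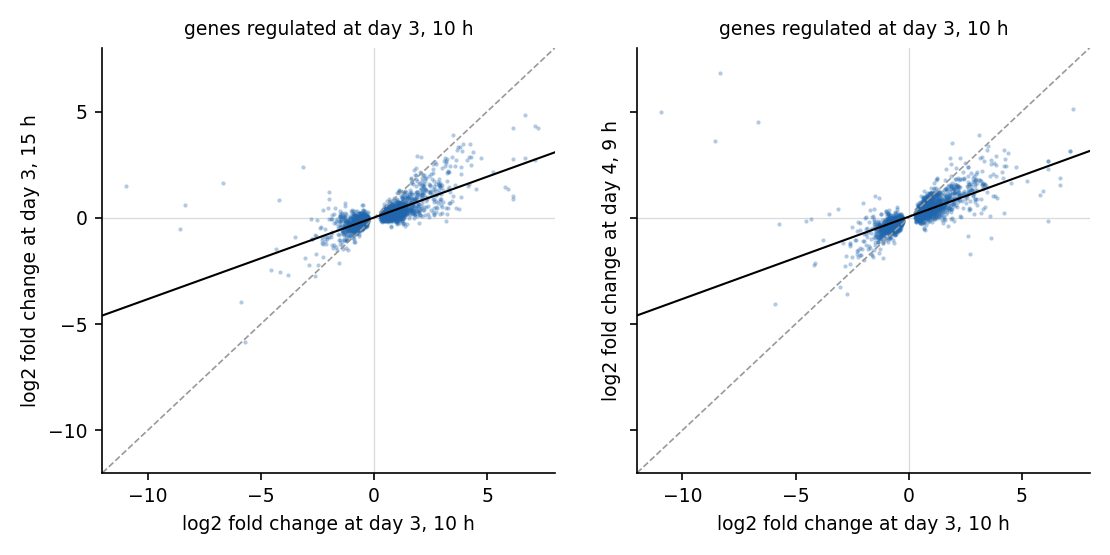
Log2 fold changes at day 3, 15 h (left) and day 4, 9 h (right) on the vertical axes against those of day 3, 10 h on the horizontal axes, for the 2460 genes regulated at day 3, 10 h. Points are genes, solid lines the regressions with slopes of 0.384 and 0.387, and dashed lines mark equal changes.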

The reduced set of genes in the evening of day 3 did not contain genes related to primary metabolism. 

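Of the 38 genes of N and C metabolism in Table 2, the urea transporter gene DUR3 (At5g45380, chromosome 5 from 18390942 to 18395928) was regulated at day 3, 15 h, with 23.1 ± 7.04 CPM (SD, n = 3) in primed and 4.50 ± 0.841 CPM (SD, n = 3) in mock leaves and a log2 fold change of 2.36 (SE 0.443, adjusted p = 0.0356). It passed the threshold in 1 of the 6 fits that each left out one leaf. Of the 38 genes, 33 were regulated at day 3, 10 h, and all 33 had a change of the same sign at 15 h. The median ratio of their change at 15 h to that at 10 h was 0.445, with quartiles of 0.368 and 0.559. For the 11 salicylic acid genes regulated at 10 h the median ratio was 0.422, with quartiles of 0.270 and 0.858, and 4 of them were regulated at 15 h. For all 2460 genes regulated at 10 h the median ratio was 0.337. At day 4, 9 h the median ratio was 0.484 for the genes of N and C metabolism, with 31 of the 33 changes of the same sign. It was 0.465 there for the salicylic acid genes and 0.465 for all 2460 genes. For the metabolism and salicylic acid genes the ratios at 15 h and day 4 thus lay close together.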

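Among the sets drawn from gene descriptions, the 14 genes of protein folding in the endoplasmic reticulum were raised at day 3, 15 h, with a mean log2 fold change of 0.31 ± 0.484 (SD across 14 genes, adjusted p = 0.00760) and 1 upregulated gene. Their mean was 0.69 ± 0.692 (SD across 14 genes, adjusted p = 4.39e-05) at day 3, 10 h, with 10 genes upregulated, and 0.44 ± 0.345 (SD across 14 genes, adjusted p = 1.75e-04) at day 4, 9 h.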

The overrepresented categories, however, were defense and signalling (Table 1, Supplementary Table S1). To further dissect this observation we analysed circadian clock related genes. 

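The clock gene CCA1 (At2g46830, chromosome 2 from 19245591 to 19248915) had 3.63 ± 1.17 CPM (SD, n = 3) in primed and 7.55 ± 1.03 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -1.05 (SE 0.221, adjusted p = 0.00578). LCL1 (At5g02840, chromosome 5 from 648648 to 651979) had 22.0 ± 1.41 CPM (SD, n = 3) in primed and 34.7 ± 2.21 CPM (SD, n = 2) in mock leaves, a log2 fold change of -0.66 (SE 0.194, adjusted p = 0.0353). Later on day 3, at 15 h, the changes were -0.22 (adjusted p = 0.902) for CCA1 and -0.0028 (adjusted p = 0.999) for LCL1, and at day 4, 9 h they were -0.34 (adjusted p = 0.200) and -0.28 (adjusted p = 0.331). CCA1 was no longer past the threshold at 10 h in a fit of that time point's libraries alone (adjusted p = 0.0907). The difference in response between day 3, 10 h and 15 h was not past the threshold for either gene.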

The two core clock genes were slightly regulated at day three at 10 h, namely CCA1 (At2g46830, lg2fc -0.9) and LHY/CCA1-like 1 (At5g02840, lg2fc -0.6), but not at the other two time points (Table 2). This observation indicates that the strongly attenuated transcriptional regulation at the end of day 3 is likely not caused by a pathogen-induced shift of the circadian clock but rather under control of the normal circadian clock. This leads to a general reduction of a subset of systemically induced transcriptional activities shortly before the onset of the night.

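A panel of 12 clock genes, CCA1 and LCL1 included, held 3 downregulated and 0 upregulated genes at day 3, 10 h. The third was PRR7 (At5g02810, chromosome 5 from 637681 to 642030) with -0.48 (SE 0.134, adjusted p = 0.0281). In this panel 0 genes were regulated at day 3, 15 h, 7 were higher and 5 lower in primed leaves, and the changes ranged from -1.15 to 0.47 with a median of 0.08. Again 0 were regulated at day 4, 9 h (4660 of all tested genes had an unadjusted p below 0.05), 11 of the 12 were lower, and the median change was -0.29. At day 4 the panel held 1 regulated gene with a replicate block, 2 in a fit of that time point's libraries alone and 1 with DESeq2. LHY (At1g01060, chromosome 1 from 33365 to 37871), the gene closest to the threshold at day 4, had -0.51 (SE 0.156, adjusted p = 0.0585) there. CCA1 had 65.6 ± 2.40 CPM (SD, n = 3) in primed and 83.2 ± 7.90 CPM (SD, n = 3) in mock leaves at day 4, with every primed leaf below every mock leaf.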

**Table 2:** List of regulated genes at day 3 and day 4 in systemic leaves after treatment.

**TAIR ID**	**symbol**	log2fc day 3 10 h	log2fc day 3 15 h	log2fc day 4 9 h	**Gene name**	
AT3G47340	ASN1	−3.30		−1.93	glutamine-dependent asparagine synthase 1	N metabolism
AT2G39800	P5CS1	−2.07			delta1-pyrroline-5-carboxylate synthase 1	
AT5G17330	GAD	−1.83			glutamate decarboxylase	
AT5G04140	GLU1	−0.87			glutamate synthase 1	
AT5G09660	NAD-PMDH2	−0.82			peroxisomal NAD-malate dehydrogenase 2	
AT5G35630	GS2	−0.82			glutamine synthetase 2	
AT3G22200	POP2	−0.68		−0.63	pyridoxal phosphate (PLP)-dependent transferases superfamily protein	
AT3G55610	P5CS2	−0.62			delta 1-pyrroline-5-carboxylate synthase 2	
AT1G30120	PDH-E1 BETA	−0.44			pyruvate dehydrogenase E1 beta	
AT1G65960	GAD2	−0.36			glutamate decarboxylase 2	
AT1G04410	c-NAD-MDH1	−0.34			lactate/malate dehydrogenase family protein	
AT1G79750	NADP-ME4	−0.29		−0.28	NADP-malic enzyme 4	
AT1G59900	PDH-E1 ALPHA	−0.28			pyruvate dehydrogenase complex E1 alpha subunit	
AT4G13510	AMT1	0.84			ammonium transporter 1	
AT2G38290	AMT2	1.14			ammonium transporter 2	
AT5G50200	NRT3.1	1.39		1.42	nitrate transmembrane transporter	
AT1G08650	PPCK1	1.47		1.40	phosphoenolpyruvate carboxylase kinase 1	
AT5G45380	DUR3	2.41	2.26	1.75	urea-proton symporter DEGRADATION OF UREA 3 (DUR3)	
AT1G09350	GolS3	−1.61		−2.20	galactinol synthase 3	C metabolism
AT1G42970	GAPB	−0.97			glyceraldehyde-3-phosphate dehydrogenase B subunit	
AT1G12780	UGE1	−0.87			UDP-D-glucose/UDP-D-galactose 4-epimerase 1	
AT1G11720	SS3	−0.69			starch synthase 3	
AT3G12780	PGK1	−0.69			phosphoglycerate kinase 1	
AT1G74030	ENO1	−0.68			enolase 1	
AT4G24620	PGI1	−0.61			phosphoglucose isomerase 1	
AT5G19220	APL1	−0.61		−0.51	ADP glucose pyrophosphorylase large subunit 1	
AT2G35840	AT2G35840	−0.60			Sucrose-6F-phosphate phosphohydrolase family protein	
AT3G23920	BAM1	−0.55			beta-amylase 1	
AT5G22510	INV-E	−0.54		−0.52	alkaline/neutral invertase	
AT1G22710	SUC2	−0.40			sucrose-proton symporter 2	
AT1G23190	PGM3	−0.38			Phosphoglucomutase/phosphomannomutase family protein	
AT3G08590	iPGAM2	−0.31			Phosphoglycerate mutase, 2,3-bisphosphoglycerate-independent	
AT4G23010	UTR2	0.76			UDP-galactose transporter 2	
AT1G14360	UTR3	1.05			UDP-galactose transporter 3	
AT4G25000	AMY1	1.27		1.38	alpha-amylase-like protein	
AT2G02810	UTR1	1.30			UDP-galactose transporter 1	
AT2G26440	AT2G26440	1.58			plant invertase/pectin methylesterase inhibitor superfamily	
AT4G02330	ATPMEPCRB			1.70	plant invertase/pectin methylesterase inhibitor superfamily	
AT5G44420	PDF1.2	−4.1		2.9	plant defensin 1.2	jasmonic acid dependent
AT2G26020	PDF1.2b	−3.0			plant defensin 1.2b	
AT5G44430	PDF1.2c	−3.5			plant defensin 1.2C	
AT2G26010	PDF1.3	−3.5			plant defensin 1.3	
AT2G46830	CCA1	−0.9			circadian clock associated 1	circadian clock
AT5G02840	LCL1	−0.6			LHY/CCA1-like 1	
AT4G35770	SEN1	−2.4		−2.2	rhodanese/cell cycle control phosphatase superfamily protein	induced by sugar starvation
AT3G13450	BCKDH E1β	−0.5		−0.6	transketolase family protein	
AT1G03090	MCCA sub1	−0.9		−0.7	methylcrotonyl-CoA carboxylase alpha chain	
AT2G42540	COR15A	−2.4	−2.1	−1.7	cold-regulated 15a	cold acclimation
AT2G42530	COR15B	−1.7	−1.5	−1.6	cold-regulated 15b	
AT4G25480	DREB1A	−1.2		−1.5	dehydration response element B1A	

Log_2_-fold change at indicated days after inoculation and hour after dawn relative to controls is shown and all listed genes are significantly regulated (P < 0.05). Metabolism-, defense-, stress-, sugar starvation-, and clock-related genes are listed as indicated in the last column.

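Of the genes Table 2 lists as regulated at a time point, the counts gave the same sign in every case. At day 3, 10 h, 16 of the 18 genes of N metabolism and 16 of the 19 of C metabolism listed there were regulated. For day 4, 9 h it was 5 of the 6 listed genes of N metabolism and 5 of the 5 of C metabolism. Across the genes of Supplementary Table S3 the log2 fold changes correlated with those of the paper with a Pearson's r of 0.955 (Spearman's rho 0.986) at day 3, 10 h, 0.991 (0.997) at 15 h and 0.993 (1.000) at day 4, over 1072, 104 and 1045 genes. These correlations are across genes of the same leaves, which are not independent replicates. Of the genes listed there as upregulated, 510 of 597 were upregulated here at day 3, 10 h, 45 of 81 at 15 h and 554 of 794 at day 4. Of those listed as downregulated, 406 of 477, 9 of 24 and 198 of 254 were downregulated here in the same order.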

### Transcriptional changes include elements of abiotic stress responses

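Gene sets for abiotic stress were drawn from descriptions that name cold or dehydration proteins (62 genes) and peroxidases or superoxide dismutases (59 genes). The mean log2 fold change at day 3, 10 h of the cold and dehydration set was -0.22 ± 0.853 (SD across 62 genes, adjusted p = 0.364), with 7 genes downregulated and 3 upregulated. That of the peroxidase set was -0.25 ± 0.586 (SD across 59 genes, adjusted p = 0.0530), with 8 downregulated and 2 upregulated. Neither passed the threshold at this time point. The peroxidase set passed it at day 3, 15 h, with a mean of -0.13 ± 0.437 (SD across 59 genes, adjusted p = 0.0130), and the cold and dehydration set did not, with -0.15 ± 0.588 (SD across 62 genes, adjusted p = 0.334).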

Gene sets associated with abiotic stresses were significantly downregulated three days after priming (Table 1, Supplementary Table S1), such as response to oxidative stress (GO: 0006979, FDR: 2.0E -5), response to salt stress (GO: 0009651, FDR: 2.22E -4), response to osmotic stress (GO: 0006970, FDR: 3.33E -4) and response to cold (GO: 0009409, FDR: 1.1E -3). Specifically, the marker genes for cold acclimation, Cor15A (At2g42540) and Cor15B (At2g42530), showed consistent down-regulation at all 3 time points. 

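COR15A (At2g42540, chromosome 2 from 17710441 to 17712330) had 100.5 ± 35.1 CPM (SD, n = 3) in primed and 562 ± 118 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -2.48 (SE 0.556, adjusted p = 0.00864). This change was -2.23 (SE 0.518, adjusted p = 0.0594) at day 3, 15 h, with 193 ± 93.0 CPM (SD, n = 3) in primed and 907 ± 806 CPM (SD, n = 3) in mock leaves, and at day 4, 9 h it was -1.84 (SE 0.525, adjusted p = 0.0467). With DESeq2 the change at 15 h was past the threshold (log2 fold change -2.22, adjusted p = 0.00919). COR15B (At2g42530, chromosome 2 from 17708593 to 17710433) changed by -1.66 (SE 0.457, adjusted p = 0.0268) at day 3, 10 h, -1.54 (SE 0.422, adjusted p = 0.0998) at 15 h and -1.70 (SE 0.468, adjusted p = 0.0416) at day 4. For both genes every primed leaf was below every mock leaf at each of the 3 time points. At day 4 COR15A was past the threshold in none of the 6 fits that each left out one leaf.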

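The transcription factor gene DREB1A (At4g25480, chromosome 4 from 13018010 to 13019400) had a log2 fold change of -1.02 (SE 0.432, adjusted p = 0.131) at day 3, 10 h and of -1.56 (SE 0.555, adjusted p = 0.0950) at day 4, 9 h, where it had 0.624 ± 0.126 CPM (SD, n = 3) in primed and 1.85 ± 0.249 CPM (SD, n = 3) in mock leaves. With DESeq2 the change at day 4 was past the threshold (adjusted p = 0.0231). For the galactinol synthase gene GolS3 (At1g09350, chromosome 1 from 3019639 to 3021443) the change was -1.11 (SE 0.559, adjusted p = 0.203) at day 3, 10 h. Its sign there rests on mock replicate 1, without which it was 0.16. GolS3 at day 4, 9 h had 0.503 ± 0.0849 CPM (SD, n = 3) in primed and 2.66 ± 0.163 CPM (SD, n = 3) in mock leaves, a log2 fold change of -2.39 (SE 0.656, adjusted p = 0.0416).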

Also, DREB1A (At4g25480) and galactinol synthase 3 (At1g09350) were downregulated at day 3 and 4 during the day (Table 2). Moreover, senescence- and sugar starvation-associated genes, such as SEN1 (At4g35770), BCKDH E1β (At3g13450), MCCA sub1 (At1g03090) and ASN1 (At3g47340) were significantly downregulated during day 3 and 4 (Table 2).

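SEN1 (At4g35770, chromosome 4 from 16944878 to 16946266) had 2.67 ± 0.831 CPM (SD, n = 3) in primed and 18.6 ± 7.21 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -2.80 (SE 0.436, adjusted p = 8.71e-04). It was -2.28 (SE 0.386, adjusted p = 0.00907) at day 4, 9 h, while at day 3, 15 h SEN1 had less than 1 CPM on average in both groups and a change of -0.07 (adjusted p = 0.986). BCKDH E1β (At3g13450, chromosome 3 from 4382198 to 4384436) changed by -0.55 (SE 0.131, adjusted p = 0.0127) at day 3, 10 h, -0.52 (SE 0.1204, adjusted p = 0.0594) at 15 h and -0.64 (SE 0.121, adjusted p = 0.0129) at day 4. MCCA sub1 (At1g03090, chromosome 1 from 739544 to 744184) changed by -1.05 (SE 0.175, adjusted p = 0.00138), -0.30 (adjusted p = 0.474) and -0.67 (SE 0.158, adjusted p = 0.0243) at the same time points. For each of these genes every primed leaf was below every mock leaf at day 3, 10 h and at day 4.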

### Priming induces persistent medium-term metabolic re-organization in systemic leaves

Defense responses do not only cause transcriptional reprogramming, activation of defense related signalling pathways and the production of defensive metabolites but also the re-organization of primary metabolism to supply energy and precursors^8–10^. We therefore investigated the metabolite profiles of primed leaves to unravel and further characterize the primed metabolic state. Metabolites were measured at 5 time points, 4 at day 3 and one time at day 4 (Fig. 1). The metabolites of primary metabolism were significantly changed in systemic leaves. We shortly report the primed metabolic changes grouped by major metabolite classes and will integrate and discuss these and the transcriptional responses in a detailed discussion.

Several amino acids and nitrogen containing compounds were reduced in systemic leaves (Table 3, Supplementary Table S2): serine, glycine, proline, glutamic acid, and putrescine were strongly reduced at day 3 and reached control or higher levels again at day 4. Ornithine, that in GC-MS based profiling due to technological constraints represents the sum of the urea-cycle intermediates arginine, citrulline and ornithine, was reduced at all 5 time points, with highest significance 9 h after dawn at day 3. Other amino acids, such as threonine and valine were not changed at day 3 but increased significantly at day 4. Leucine and alanine did not change significantly, but alanine tended to be downregulated at day 3 and was upregulated at day 4.

**Table 3:** List of regulated metabolites in systemic leaves at day 3 and day 4 (days – hour after dawn) after treatment.

Metabolite	Day 3				Day 4 fold change
	fold change				
	9 h	10 h	12 h	15 h	9 h
Alanine	nd	1.09	0.63	0.70	1.46
β-Alanine	**0.58**	**0.43**	0.75	**0.62**	1.13
Glutamic acid	nd	nd	**0.58**	**0.31**	1.43
Glycine	**0.44**	0.56	**0.47**	0.82	**1.96**
Leucine	nd	nd	0.83	0.99	nd
Ornithine	0.88	**0.51**	0.66	1.90	0.83
Serine	0.82	0.69	0.46	0.99	1.10
Proline	**0.20**	**0.13**	**0.37**	0.44	1.04
Putrescine	**0.29**	0.25	0.51	0.70	1.47
Threonine	nd	nd	0.85	0.85	**1.71**
Valine	nd	1.06	1.04	0.95	**1.67**
Fumaric acid	**22.86**	**9.43**	**15.11**	**4.03**	**6.62**
Glyceric acid	**1.71**	0.98	0.86	**0.60**	**2.13**
Glycolic acid	1.12	1.17	**1.25**	nd	**1.52**
Malic acid	**12.91**	**6.61**	**5.99**	**4.81**	**7.99**
Phosphoric acid	0.77	0.42	0.88	0.91	0.97
Shikimic acid	0.78	0.90	1.20	0.86	1.31
*trans-*Sinapic acid	**0.37**	0.61	0.9	0.51	0.82
Threonic acid	**2.16**	**2.09**	**1.79**	1.11	**1.58**
1,6-Anhydroglucose	**0.49**	0.61	1.06	0.82	0.89
Fructose-6-P	nd	nd	0.80	nd	1.34
Glucose	**0.22**	**0.20**	0.64	**0.44**	0.55
Glucose-6-P	nd	nd	0.70	nd	1.68
Maltose	nd	0.72	**1.55**	0.85	0.92
Sucrose	0.85	0.87	1.00	**0.79**	1.06

Fold-changes of metabolite levels relative to mock-infected controls are shown. Ornithine represents the sum of ornithine, citrulline and arginine. Significant metabolites are shown in bold (t-test; P < 0.05; n.d., not detectable).

The organic acids fumarate and malate showed large and highly significant upregulation during all time points (Table 3). Shikimic acid was upregulated at day 4 and *trans*-sinapic acid was downregulated at the first time point at day 3. Threonic acid was significantly upregulated during day 3 and 4, except for the last time point at day 3.

Glucose was significantly reduced at day 3 and remained reduced at day 4. Glucose-6-P and fructose-6-P were not significantly regulated and sucrose was only significantly regulated at the late time point at day 3, where it was slightly down.

## Discussion

We investigated the medium-term primed state of systemic leaves at 3 and 4 days after priming both at transcriptional and the metabolic levels. Marked changes in metabolites were in accordance with transcriptional changes in nitrogen and carbon metabolism. The primed re-organization of primary metabolism is likely a combined result of a) indirect, passive effects caused by the local infection on global metabolism of the plant, such as altered nutrient uptake by the root or reduced photosynthetic activity in infected leaves and b) can be affected by signals derived from infected leaves that induce re-organization of primary metabolism in systemic leaves. The latter implicates that the metabolic changes may serve for a better defense response once a potential pathogen infection occurs in the systemic leaves. The several possible implications of primed primary metabolites for an enhanced defense response are discussed in the following.

### Nitrogen limitation within systemic leaves

Several genes of core nitrogen metabolism were regulated in systemic leaves, mostly affecting amino acid metabolism. Especially genes of asparagine, glutamate and glutamine synthesis, the GABA shunt and transaminases were downregulated (Table 2, Supplementary Table S3). This indicates nitrogen limitation in systemic leaves that is associated with reduced availability of amino acids. Accordingly, the GO category “cellular response to nitrogen starvation” was significantly upregulated (Table 1, Supplementary Table S1) and, indeed, the metabolic levels of several proteinogenic and also non-proteinogenic amino acids are reduced in systemic leaves, such as proline, serine, glutamic acid, and beta-alanine (Table 3). 

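AMT1 (At4g13510, chromosome 4 from 7858183 to 7860288), an ammonium transporter, had 102 ± 21.4 CPM (SD, n = 3) in primed and 40.7 ± 6.68 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of 1.33 (SE 0.185, adjusted p = 4.23e-04). AMT2 (At2g38290, chromosome 2 from 16039430 to 16042521) had a change of 1.39 (SE 0.198, adjusted p = 4.56e-04) at that time point. The nitrate transporter gene NRT3.1 (At5g50200, chromosome 5 from 20436180 to 20437815) had 6.58 ± 3.39 CPM (SD, n = 3) in primed and 1.46 ± 0.434 CPM (SD, n = 2) in mock leaves, a log2 fold change of 2.18 (SE 0.497, adjusted p = 0.00976). For DUR3 the values were 30.9 ± 16.5 CPM (SD, n = 3) in primed and 3.92 ± 1.79 CPM (SD, n = 2) in mock leaves and the change was 2.98 (SE 0.533, adjusted p = 0.00209). In the evening, at 15 h, the changes were 0.15 (adjusted p = 0.772) for AMT1, 0.58 (adjusted p = 0.1204) for AMT2 and 1.47 (adjusted p = 0.103) for NRT3.1. On day 4, 9 h they were 0.74 (adjusted p = 0.0182), 0.49 (adjusted p = 0.0986) and 1.51 (adjusted p = 0.0390), and DUR3 had 1.83 (adjusted p = 0.0236). The response of AMT1 at day 3 differed between 10 h and 15 h by 1.18 (SE 0.239, adjusted p = 0.0542).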

Concomitantly, ammonium transporters AMT1 and 2, nitrate transporter NRT3.1 and the urea transporter DUR3 were upregulated (Table 2), which support N-uptake from the apoplast^38^. Taken together, these data indicate a mechanism by which primed systemic leaves are not only better prepared to deal with imminent bacterial infection by reduction of amino acid levels but also by elimination of inorganic and organic nitrogen sources from the apoplast, where pathogens reside during infection.

The strongest regulated gene is glutamine-dependent asparagine synthase 1 (ASN1), which was strongly downregulated during day 3 and day 4 (Table 2). 

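ASN1 (At3g47340, chromosome 3 from 17437840 to 17441431) had 6.90 ± 2.48 CPM (SD, n = 3) in primed and 123 ± 80.8 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -4.15 (SE 0.613, adjusted p = 5.95e-04). With each leaf left out in turn the log2 fold change stayed between -4.71 and -3.26. With 3 to 105 counts in a leaf at day 3, 15 h, it was there -2.56 (SE 1.11, adjusted p = 0.332). It was -2.15 (SE 0.533, adjusted p = 0.0290) at day 4, 9 h, with 19.0 ± 8.16 CPM (SD, n = 3) in primed and 83.7 ± 39.1 CPM (SD, n = 3) in mock leaves. This change was not past the threshold with DESeq2 (adjusted p = 0.0733). Among the 18 genes of N metabolism in Table 2, ASN1 had the largest change in size at day 3, 10 h.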

After pathogen infection in Arabidopsis, tomato and pepper, this enzyme has been shown to be upregulated locally^13,39,40^ and its product asparagine is supposed to be important during pathogen infection. Since asparagine serves as a major metabolite in N recycling and translocation^15^, it is suggested that during defense asparagine synthesis by ASN1 may be crucial for the export of nitrogen from locally infected leaves, in order to reduce their nutritional value by limiting nitrogen supply for the pathogens^39,41^.

In detail, Ward *et al*.^13^ found that ASN1 was strongly upregulated after 12 h locally in leaves treated with virulent *Pst*, but not regulated in leaves treated with the hrp^−^- mutant of *Pst* that due to a lack of the TTSS cannot utilize its effector proteins to alter host cell metabolism. Thus, it is suggested that the local upregulation of ASN1 is facilitated by a signalling mechanism that is activated by the pathogen itself in order to gain access to valuable amino acids. Furthermore, glutamate decarboxylase GAD1 is strongly upregulated in leaves treated with the virulent pathogen and to a much lesser degree in hrp^−^ - treated leaves^13^, again suggesting a transcriptional activation directed by the pathogen. This probable pathogen-induced gene activation may in advance be counteracted in systemic leaves to minimize the effects of transcriptional control taken over by a pathogen during an infection.

In our experiments, ASN1 was accordingly largely downregulated systemically, together with other major enzymes of N-metabolism, such as glutamate dehydrogenases GAD and GAD2, POP2, glutamate synthase GLU1 and glutamine synthase GS2, as well as several transaminases that interconvert amino acids and organic acids (Table 2, Fig. 3). 

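The glutamate synthase gene GLU1 (At5g04140, chromosome 5 from 1129785 to 1138488) had 941 ± 59.2 CPM (SD, n = 3) in primed and 1832 ± 100.7 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -0.96 (SE 0.131, adjusted p = 3.74e-04). The glutamine synthetase gene GS2 (At5g35630, chromosome 5 from 13830429 to 13833542) had 1204 ± 254 CPM (SD, n = 3) in primed and 2234 ± 103 CPM (SD, n = 2) in mock leaves, a change of -0.89 (SE 0.139, adjusted p = 8.71e-04). The evening changes at day 3, 15 h were -0.19 (adjusted p = 0.567) for GLU1 and -0.40 (adjusted p = 0.165) for GS2, and at day 4, 9 h they were -0.32 (adjusted p = 0.105) and -0.34 (adjusted p = 0.109). All primed leaves were below all mock leaves for GS2 at each time point, and for GLU1 at day 3, 10 h and day 4.

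**Figure D3:**
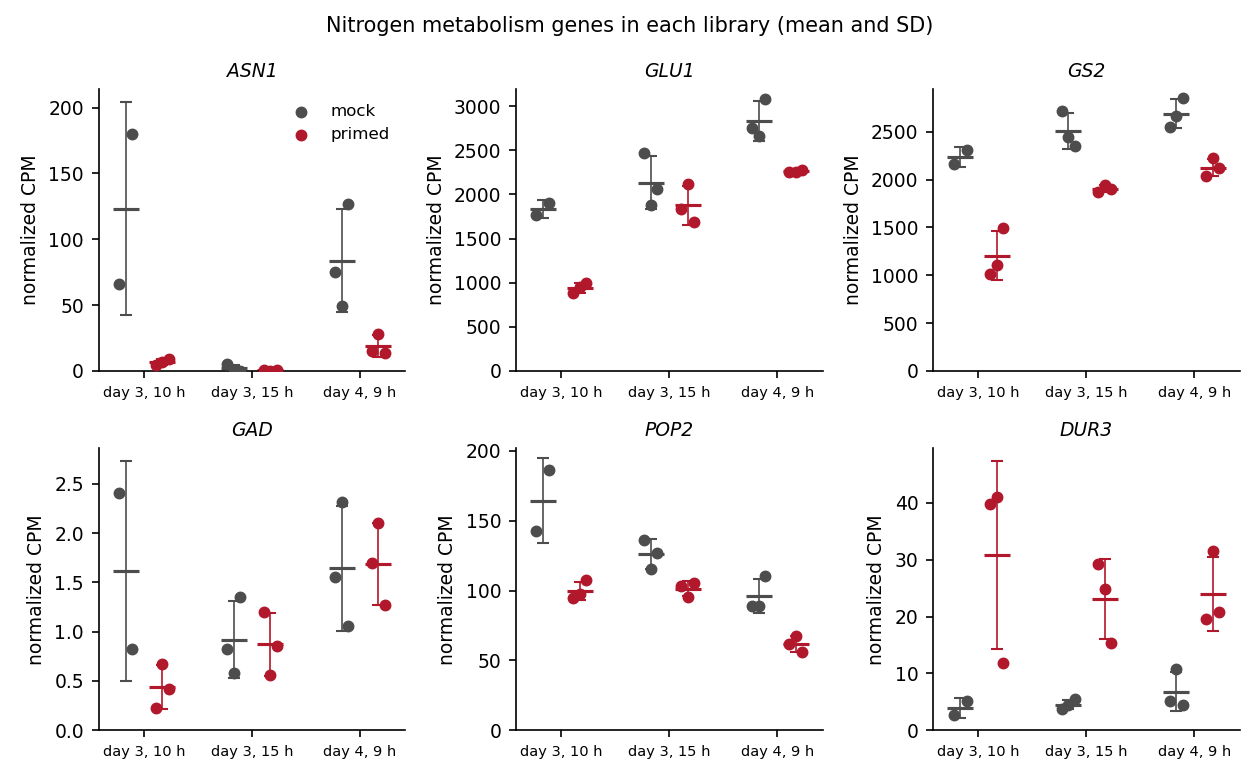
CPM (vertical axes) of ASN1, GLU1, GS2, GAD, POP2 and DUR3 in each library, by harvest (horizontal axes) and treatment; points are libraries, and bars are the mean and SD. At day 3, 10 h the primed leaves lie below the mock leaves for every gene but DUR3, where they lie above.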

Apparently central parts of N-metabolism are inversely transcriptionally regulated in systemic compared to locally infected leaves. Moreover, GABA was shown to be largely increased in infected leaves (by a factor of 9 after 18 h; 13). Yu *et al*.^20^ found that *P. syringae* growing in the apoplast strongly expresses genes related to GABA uptake and catabolism, indicating that the pathogen may use GABA as a source for C and N. Thus, reduced levels of GABA in the apoplast would diminish the nutritional value of the apoplastic fluid. Accordingly, in our experiment, three genes of the GABA shunt are downregulated at day 3, glutamate dehydrogenases GAD and GAD2 (lg2fc: −1.8 and −0.4) and POP2 (lg2fc: −0.7) that produces succinic acid semialdehyde, a catabolite of GABA (Fig. 3). 

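GAD (At5g17330, chromosome 5 from 5710910 to 5715075) was close to the limit of detection, with 0.439 ± 0.221 CPM (SD, n = 3) in primed and 1.62 ± 1.12 CPM (SD, n = 2) in mock leaves and 5 to 48 counts per leaf at day 3, 10 h. Its log2 fold change was -1.87 (SE 0.537, adjusted p = 0.0319), and -0.90 without mock replicate 1. GAD2 (At1g65960, chromosome 1 from 24551807 to 24557730) had 439 ± 50.1 CPM (SD, n = 3) in primed and 545 ± 16.0 CPM (SD, n = 2) in mock leaves, a change of -0.31 (SE 0.113, adjusted p = 0.0804). POP2 (At3g22200, chromosome 3 from 7835144 to 7839061) had 99.9 ± 6.56 CPM (SD, n = 3) in primed and 164 ± 30.6 CPM (SD, n = 2) in mock leaves, a change of -0.72 (SE 0.129, adjusted p = 0.00216). POP2 changed by -0.64 (SE 0.118, adjusted p = 0.0129) at day 4, 9 h, GAD by 0.04 (adjusted p = 0.971) and GAD2 by -0.25 (adjusted p = 0.145). The adjusted p at day 3, 15 h was 0.247 for POP2, 0.979 for GAD and 0.989 for GAD2.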

Together with the reduced levels of glutamic acid this likely causes reduced GABA levels. Thus we find the hypothesis of reduced N-availability in systemic leaves further substantiated. We attempted to but unfortunately could not detect GABA by our profiling tools to confirm our hypothesis at the metabolic level.

**Figure 3:**
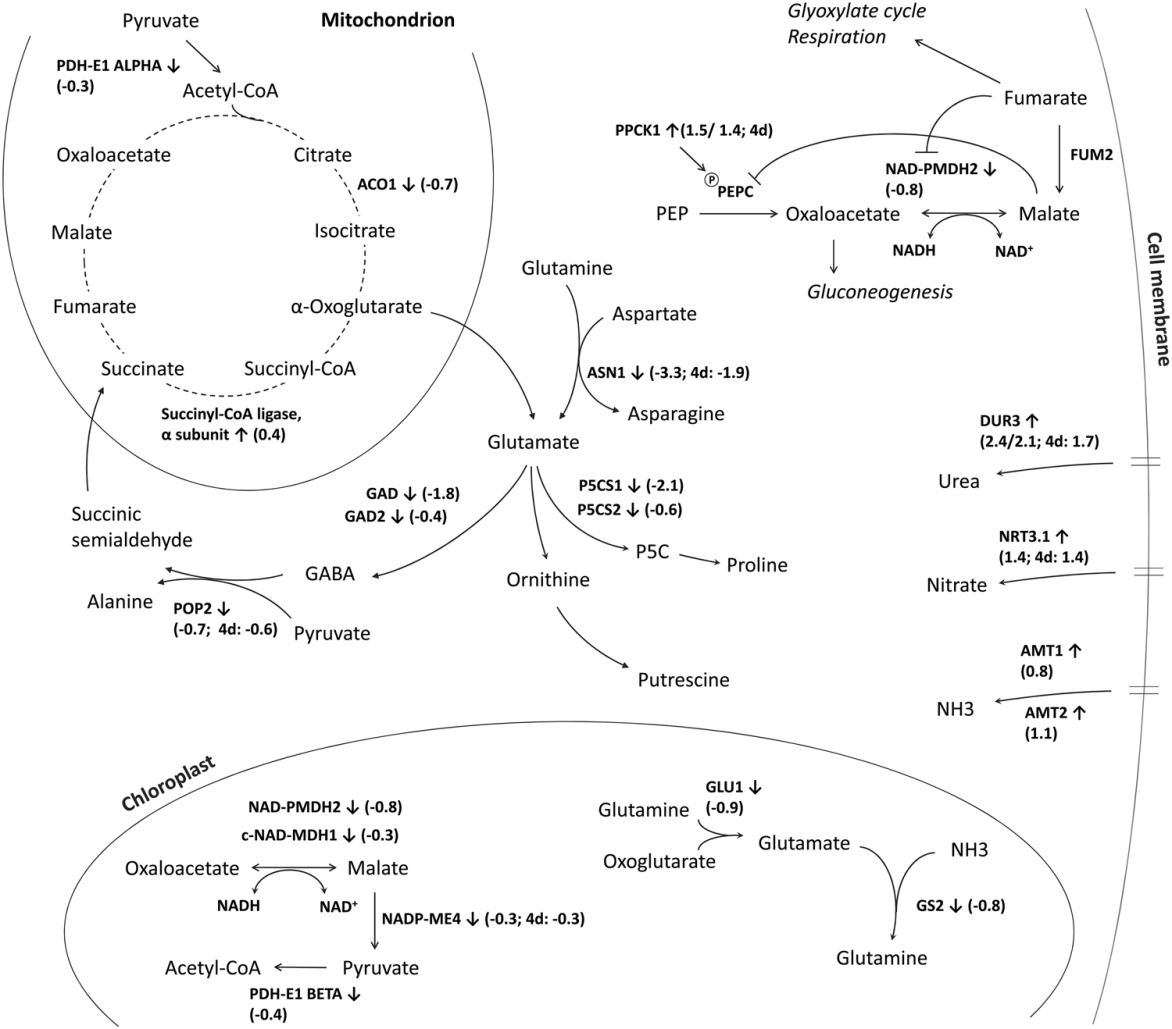
Overview of metabolites and genes related to C and N metabolism that were regulated in systemic leaves. Log_2_-fold changes of gene transcripts are given in brackets for the 10 h time point at day 3 and day 4.

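Around pyruvate, PDH-E1 ALPHA (At1g59900, chromosome 1 from 22051133 to 22053885) changed by -0.36 (SE 0.0888, adjusted p = 0.0158) and PDH-E1 BETA (At1g30120, chromosome 1 from 10584105 to 10586680) by -0.48 (SE 0.0954, adjusted p = 0.00402) at day 3, 10 h. The malic enzyme gene NADP-ME4 (At1g79750, chromosome 1 from 30007288 to 30011690) changed by -0.36 (SE 0.114, adjusted p = 0.0493) at that time point. The day 4, 9 h changes were -0.12 (adjusted p = 0.404), -0.22 (adjusted p = 0.122) and -0.28 (adjusted p = 0.106).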

We also found reduced levels of proline (Table 3), which is synthesized from glutamic acid via pyrroline-5-carboxylate (P5C, Fig. 3). In the cytosol, the generation of P5C is regulated by delta 1-pyrroline-5-carboxylate synthase 1 and 2 (P5CS1 and 2), both of which are downregulated at day 3 and back at control levels at day 4 (Table 2). 

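P5CS1 (At2g39800, chromosome 2 from 16598072 to 16603319) had 97.3 ± 10.3 CPM (SD, n = 3) in primed and 477 ± 53.8 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -2.29 (SE 0.327, adjusted p = 4.56e-04). P5CS2 (At3g55610, chromosome 3 from 20624020 to 20629295) had 69.1 ± 8.31 CPM (SD, n = 3) in primed and 115 ± 7.29 CPM (SD, n = 2) in mock leaves, a change of -0.74 (SE 0.125, adjusted p = 0.00150). Changes at day 3, 15 h were -1.18 (SE 0.297, adjusted p = 0.0741) for P5CS1 and -0.34 (adjusted p = 0.189) for P5CS2. On day 4, 9 h they were -0.60 (adjusted p = 0.219) and -0.09 (adjusted p = 0.685), and primed and mock leaves overlapped for both genes.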

P5C has been associated with the onset of the hypersensitive response during pathogen infection and increases locally 12 h after infection^42,43^. However, the previous focus has been set on the P5C produced in the mitochondrion, which is dependent on P5C dehydrogenase. In our system, we observe again inverse regulation in systemic leaves, namely a downregulation of P5C and proline, as well as glutamic acid. A reduction of several amino acids in systemic leaves was also observed by Wang *et al*.^44^, whereas Návarova *et al*.^45^ did not find reduced amino acid levels. However, these studies were made 2 days after priming where also stronger transcriptional changes were observed^46^ and therefore describe an earlier response where nitrogen metabolism is likely not yet affected.

Together with the systemic upregulation of different N transporters, the down-regulation of N-metabolism in systemic leaves indicates primed limitation of nitrogen availability. This regulation may be a direct effect of signals derived from infected leaves that lead to a reduced import of N into systemic leaves. We can currently not rule out a second mechanism that may be attractive to investigate in the future. Namely, our observations may be indirectly affected by infection-reduced N-uptake through the root system. A possible reason for the latter may be that exported N-containing metabolites from the locally infected leaves^15,41^ may accumulate in the roots rather than, as we show, in systemic leaves. Redistribution to the root would protect valuable metabolite resources from pathogens and may concomitantly reduce N uptake by the root through a negative feedback. It has already been shown that plants can re-allocate N from infected tissues. For example, N transport from root to shoots is increased after root herbivory in *Centaurea maculosa* ^47^, and this is accompanied by a generally reduced N uptake by the root. Further experiments will be necessary to address the systemic N signalling and N distribution along with changes of N fluxes between tissues that are infection-prone and those that are potentially protected or unlikely to be infected by leaf-pathogenic bacteria.

### N limitation is not accompanied by C limitation of systemic leaves

One alternative explanation of limited N metabolism may be decreased availability of carbon and energy in systemic leaves that as a consequence restrict N assimilation. In fact, glucose levels are reduced as well as glycolysis-related genes (Table 3, Supplementary Fig. S1). Similarly, key genes related to starch synthesis, such as ADP-glucose pyrophosphorylase (lg2fc: −0.6), starch synthase 3 (lg2fc: −0.7) and phosphoglucomutase 3 (lg2fc: −0.4) (Table 2) were affected as were photosynthesis-related genes (Table 1, Supplementary Table S3). 

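Table 2 lists GAPB (At1g42970, chromosome 1 from 16127353 to 16129895), a glyceraldehyde-3-phosphate dehydrogenase B subunit, under C metabolism. At day 3, 10 h GAPB had 1158 ± 199 CPM (SD, n = 3) in primed and 2452 ± 180.0 CPM (SD, n = 2) in mock leaves, a log2 fold change of -1.08 (SE 0.157, adjusted p = 5.11e-04). Whether GAPB and the next 4 genes of that list act in glycolysis or in another pathway was not examined. PGK1 (At3g12780, chromosome 3 from 4060920 to 4063306) changed by -0.79 (SE 0.127, adjusted p = 0.00102), PGI1 (At4g24620, chromosome 4 from 12708646 to 12712825) by -0.64 (SE 0.110, adjusted p = 0.00168), ENO1 (At1g74030, chromosome 1 from 27839159 to 27842132) by -0.79 (SE 0.185, adjusted p = 0.0115) and iPGAM2 (At3g08590, chromosome 3 from 2608308 to 2611555) by -0.36 (SE 0.0926, adjusted p = 0.0175). None of the 5 was regulated at day 4, 9 h, with adjusted p between 0.06001 for PGI1 and 0.581 for ENO1.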

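The ADP-glucose pyrophosphorylase gene APL1 (At5g19220, chromosome 5 from 6463824 to 6466831) had 259.6 ± 47.9 CPM (SD, n = 3) in primed and 409 ± 20.1 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -0.66 (SE 0.137, adjusted p = 0.00558). SS3 (At1g11720, chromosome 1 from 3951366 to 3957044) changed by -0.79 (SE 0.132, adjusted p = 0.00138) and PGM3 (At1g23190, chromosome 1 from 8219808 to 8224547) by -0.38 (SE 0.0933, adjusted p = 0.0141). Changes at day 3, 15 h were -0.34 (adjusted p = 0.237), -0.30 (adjusted p = 0.274) and -0.28 (adjusted p = 0.130) in the same order, with every primed leaf below every mock leaf for all 3 genes. For day 4, 9 h APL1 changed by -0.51 (SE 0.124, adjusted p = 0.0261), SS3 by -0.39 (adjusted p = 0.0556) and PGM3 by -0.06 (adjusted p = 0.712).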

On the other hand, several senescence-associated genes that are strongly induced under sugar starvation, such as SEN1, BCKDH E1β, ASN1 and MCCA^48^, were downregulated at day 3 and 4, suggesting that there is no limitation in metabolically available sugar (Table 2). Furthermore, sucrose levels were unchanged and especially fumarate and malate levels are largely increased in systemic leaves (Table 3). Therefore, available carbon seems not to be limiting and cannot directly explain reduced N-metabolism.

### Fumarate and malate serve as alternative carbon stores

The strongest effect at the metabolic level is the persistent accumulation of malate and fumarate (Table 3). Both organic acids derive from two different and alternatively localized pathways. First, malate and fumarate are part of the mitochondrial TCA cycle that, however, can operate in different modes. Either the circle operates in a fully closed (complete) mode or it may be open and incompletely used in parts only. The opening of the TCA cycle is induced by an increased redox level under photorespiratory conditions during the day^49^. Under these conditions, one branch of the TCA cycle produces citrate and 2-oxoglutarate, whereas the other produces fumarate and malate that can both be exported from mitochondria and accumulate in the vacuole. The vacuole itself functions as a store or buffer to maintain cytosolic homeostasis of these organic acids. Second, both metabolites can also be synthesized in the cytosol, where malate is generated by the action of PEP-Carboxylase (PEPC), which catalyses CO_2_ fixation via oxaloacetate that is reduced to malate and further converted to fumarate by fumarase (50, Fig. 3). In our study, we found that a PEPC kinase, PPCK1, is upregulated at day 3 (lg2fc: 1.5). 

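PPCK1 (At1g08650, chromosome 1 from 2752124 to 2753809) had 53.1 ± 6.87 CPM (SD, n = 3) in primed and 12.1 ± 2.04 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of 2.13 (SE 0.412, adjusted p = 0.00349). With each leaf left out in turn it stayed between 1.97 and 2.32. The change was 1.22 (SE 0.346, adjusted p = 0.114) at day 3, 15 h and 1.46 (SE 0.349, adjusted p = 0.0257) at day 4, 9 h, and every primed leaf was above every mock leaf at all 3 time points.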

PPCK1 is mainly expressed in rosette leaves and the activity of this kinase is directly related to its transcriptional state, which is dependent on light and C supply but independent of N supply^50,51^. PEPC is oppositely regulated at enzymatic level by PPCK1 and malate. Malate inhibits PEPC activity whereas PPCK1 phosphorylation reduces the sensitivity of PEPC towards malate^52^. Accordingly, plants that have reduced PEPC activity produce less malate and increased starch^53^. Champigny and Foyer^54^ suggest the view that phosphorylation of PEPC regulates the co-ordination of nitrogen assimilation, CO_2_ fixation and carbon partitioning by redirecting carbon flow toward the biosynthesis of amino acids. As a consequence we hypothesize that malate accumulation is favoured by a primed desensitizing mechanism of the negative malate-PEPC reaction feedback. In support of our hypothesis, NAD-malate dehydrogenase is also downregulated (lg2fc: −0.8), indicating a reduced conversion of malate to oxaloacetate. 

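The peroxisomal gene NAD-PMDH2 (At5g09660, chromosome 5 from 2993411 to 2995784) had 572 ± 39.8 CPM (SD, n = 3) in primed and 1062 ± 171 CPM (SD, n = 2) in mock leaves at day 3, 10 h, a log2 fold change of -0.89 (SE 0.169, adjusted p = 0.00300). The change was -0.28 (adjusted p = 0.476) at day 3, 15 h and -0.43 (adjusted p = 0.0940) at day 4, 9 h. For the cytosolic enzyme, c-NAD-MDH1 (At1g04410, chromosome 1 from 1188995 to 1191458), it was -0.31 (SE 0.116, adjusted p = 0.0898) at day 3, 10 h and -0.15 (adjusted p = 0.401) at day 4.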

Taken together, the transcriptional regulation of enzymes related to the anaplerotic phosphoenolpyruvate pathway may explain the increased biosynthesis of malate and, in turn, fumarate. We assume that the TCA cycle may play a minor role in the primed systemic leaf system.

Fumarate was previously reported to be mainly present in photosynthetically active tissue^55^. Under optimized growth conditions it can accumulate in Arabidopsis leaves to levels that may exceed starch and soluble sugars, such as sucrose, glucose, and fructose^56^. Fumarate is suggested to be required for nitrogen assimilation^57^ and to maintain turgor pressure. More importantly, it can function as an alternative to starch as a flexible storage of photo-synthates that is readily metabolically accessible^58,59^. Accordingly, fumarate-deficient plants with silenced fumarase accumulate twice as much starch in their leaves as wild-type^57^, while starch-less mutants with silenced phosphoglucomutase accumulate up to 5 times more fumarate^56^. These reports suggest that the high primed fumarate levels that we observed in systemic leaves may represent an alternative mode of photo-assimilate storage during ongoing photosynthesis. The accumulated pool of fumarate would be an easily accessible resource if a second infection follows primary local infection in systemic leaves. Fumarate can provide both energy and carbon for rapid and enhanced production of defense responses.

Similarly, malate is an end product of cytosolic glycolysis and the major substrate for mitochondrial respiration. Four malic enzymes, NADP-ME1 to 4, catalyse the reversible decarboxylation of malate. NAPD-ME2 is located in the cytosol and provides most of the total NAPD-ME activity in *Arabidopsis* ^60^. This enzyme may be activated by fumarate under optimized growth conditions and decarboxylates malate to produce pyruvate, CO_2_ and NADPH. However, if fumarate levels are high, NADP-ME2 is strongly inhibited, most likely by competitive inhibition of malate-binding to the active site^58^. The metabolic flux through this enzyme seems to be largely blocked in primed systemic leaves by high fumarate levels that may thereby contribute to concomitantly increased malate levels. Whether the regulation of fumarate and malate metabolism in systemic leaves is a consequence of changes in nitrogen metabolism or whether organic acid accumulation is actively and directly regulated remains to be elucidated.

### Influence of the circadian rhythm

Both metabolic and transcriptional responses are incongruent over the three time points, and apparently large parts of the primed transcriptional responses are attenuated by the circadian rhythm shortly before darkness (Tables 1 and 2). However, in the course of the next day, the majority of primed genes is reactivated. 

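Of the genes upregulated at day 3, 10 h, 374 (30.2%) were also upregulated at day 4, 9 h, and of the downregulated genes 237 (19.4%) were also downregulated. Counted in either direction, 613 genes were regulated at both time points. Of the upregulated genes of day 3, 10 h, 67 (5.41%) were upregulated at day 3, 15 h, and of the downregulated ones 29 (2.37%) were downregulated there. The median log2 fold change of the upregulated genes was 0.88 at 10 h, 0.24 at 15 h and 0.43 at day 4. For the downregulated genes it was -0.60, -0.23 and -0.28.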

No genes associated with primary metabolism remain regulated shortly before the onset of the night at day 3. This attenuated response shortly before night is still associated with systemic defense priming but other than this core response, it is obviously not maintained at the end of the light phase. 

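In Table 2, 0 of the 20 genes of C metabolism and 1 of the 18 of N metabolism were regulated at day 3, 15 h, where 2463 of all tested genes had an unadjusted p below 0.05. The median absolute log2 fold change was 0.30 in N metabolism and 0.34 in C metabolism. Sucrose phosphatase (At2g35840, chromosome 2 from 15053483 to 15057426) came closest to the threshold among genes of C metabolism, with -0.46 (SE 0.106, adjusted p = 0.0585). The interaction of treatment and time point was not past the threshold for any of the 38 genes between 10 h and 15 h.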

Likely plants shut down energetically costly pathways that may be difficult to maintain during the night when no photosynthetic energy production is available. The stronger regulation of gene terms related to RNA metabolism at day 4 indicates that the plant may begin to re-arrange the transcriptional profile to the state before the priming response.

### Abiotic and biotic stress responses

Several jasmonic acid- and ethylene-inducible genes were downregulated in primed leaves (Table 2). The plant defensin genes PDF1.2, 1.2b, 1.2c and 1.3 were strongly downregulated at 3 day/10 h samples, but not regulated at 15 h, and only PDF1.2 was upregulated at day 4. This indicates that defense genes that are associated with jasmonic acid and ethylene signalling are suppressed in bacteria-primed leaves. 

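Reads on the 4 plant defensin genes of day 3, 10 h came for the most part from 1 of the 2 mock leaves analysed. Mock replicate 2, which the paper's 3 replicates include, was not analysed, so its counts on these genes are not known here. PDF1.2 (At5g44420, chromosome 5 from 17906968 to 17907638) had 3057 counts in mock replicate 3 and 30 in mock replicate 1, against 3 to 39 in the primed leaves. PDF1.2b (At2g26020, chromosome 2 from 11089123 to 11089805) had 508 counts in mock replicate 3 and 0 in mock replicate 1, against 0 to 2 in primed leaves. For PDF1.2c (At5g44430, chromosome 5 from 17908850 to 17909507) the counts were 442, 0 and 0 in the same order, and for PDF1.3 (At2g26010, chromosome 2 from 11087280 to 11088001) they were 1320, 5 and 0 to 7. The log2 fold changes were -6.65 (SE 1.82, adjusted p = 0.0260) for PDF1.2, -8.58 (SE 1.89, adjusted p = 0.00792) for PDF1.2b, -10.96 (SE 2.46, adjusted p = 0.0108) for PDF1.2c and -8.34 (SE 2.57, adjusted p = 0.0435) for PDF1.3. Without mock replicate 3 they were -0.84, 2.59, 0 and -1.19. With 1 mock leaf left, only these sizes are given and no test was made.

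PDF1.2 changed by 1.65 (adjusted p = 0.745) at day 3, 15 h. Its log2 fold change at day 4, 9 h was 4.50 (SE 1.79, adjusted p = 0.133), with 1043, 114 and 21 counts in the 3 primed leaves and 5 to 27 in the mock leaves. PDF1.3 had 378, 10 and 7 counts in the primed leaves of day 4 and 0 to 2 in the mock leaves, with a change of 6.81 (adjusted p = 0.189).

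**Figure D4:**
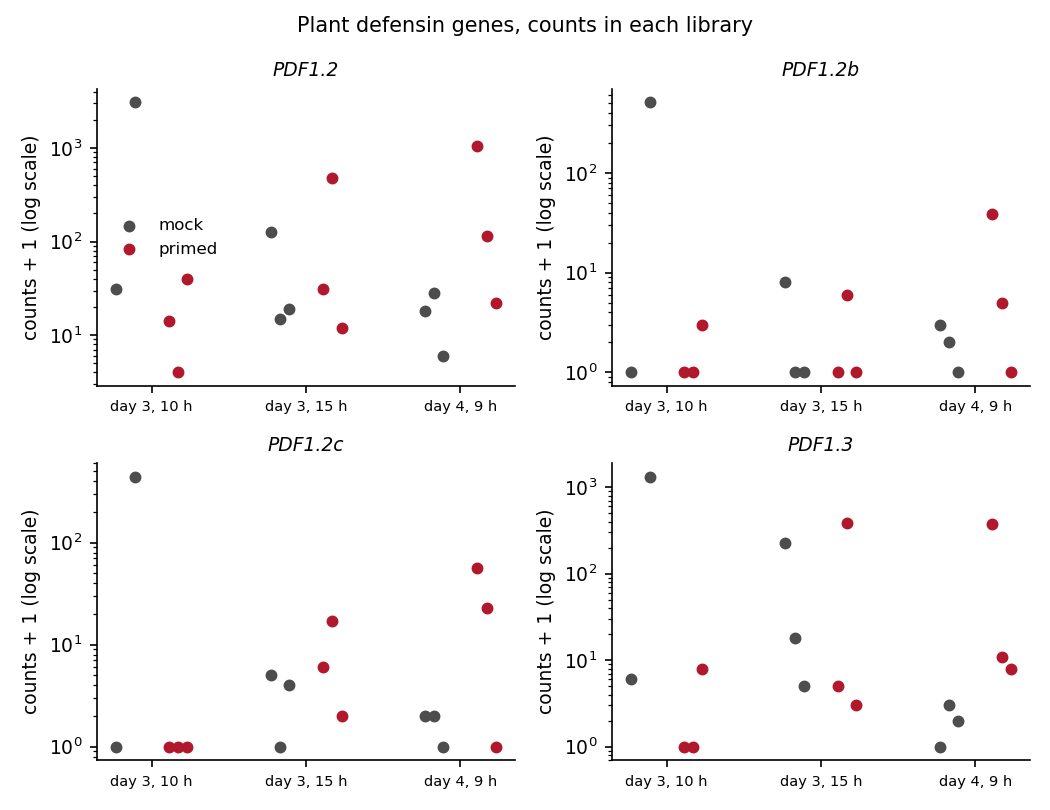
Read counts plus 1 of PDF1.2, PDF1.2b, PDF1.2c and PDF1.3 (vertical axes, log scale) in each library, by harvest (horizontal axes) and treatment. Points are libraries. At day 3, 10 h mock replicate 3 lies far above the other mock leaf and all primed leaves for each gene.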

*Pseudomonas syringae* is known to produce coronatine, which is a mimick of the bioactive hormone conjugate jasmonic acid-isoleucine^61^. JA and SA signalling pathways were previously discussed to negatively interact^62,63^. It is assumed that the bacterial pathogen initiates JA-signalling via coronatine to interfere with the SA-response that is activated immediately after the plant has sensed the pathogen through its PAMPs. However, the downregulation of parts of the JA-elicited defense response that we found in primed systemic leaves suggests that the plant in advance suppresses this signalling pathway, which is potentially activated by pathogens. This primed state thus would sustain an unabated SA-response during the counter-active coronatine signalling during a following pathogen infection. As a disadvantage of this primed state, the plant could be more susceptible to attack by necrotrophic pathogens, what requires JA-based defense responses.

Further, responses to several abiotic stresses were downregulated, such as osmotic, cold, oxidative and salt stress (Table 1), indicating that the salicylic acid-driven response to pathogenic bacteria interferes with signalling related to these abiotic stresses. These effects may have consequences for plants that are under multiple combinatorial biotic and abiotic stresses at the same time and cause negative crosstalk between biotic and abiotic signalling pathways.

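The mean log2 fold change at day 4, 9 h of the cold and dehydration set was -0.12 ± 0.715 (SD across 62 genes, adjusted p = 0.578) and that of the peroxidase set was -0.02 ± 0.502 (SD across 59 genes, adjusted p = 0.918). Neither set was past the threshold.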

## Conclusion

Our results show that systemic alterations of primary metabolism are induced by bacteria infection. These changes are present at the transcriptional and the metabolic level and may determine a priming response in systemic leaves, which is under circadian control. In systemic leaves, levels of nitrogen containing compounds, mainly amino acids, are reduced (Table 3, Fig. 3), as well as transcription of several genes related to amino acid metabolism (Table 2, Fig. 3), leading to an upregulation of genes related to nitrogen uptake of the cell from the apoplast. This is in contrast to the response of locally infected leaves, where amino acids generally increase during the infection^13^. Furthermore, soluble sugars decrease (Table 3) in systematic leaves but apparently do not cause sugar starvation at transcriptional level (Table 2). Rather, carbon accumulates in form of the organic acids fumarate and malate. The re-balancing of nitrogen and carbon in systemic leaves may prime for decreased proliferation of pathogens by limited available nitrogen, whereas increased fumarate and malate may serve as an alternative plant energy source and prime defense responses, if systemic leaves should become infected.

## Electronic supplementary material

Supplementary Figure S1

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

# Supplementary material for: Primed primary metabolism in systemic leaves: a functional systems analysis
**Source:** Sci Rep. 2018 Jan 9;8:216. doi: 10.1038/s41598-017-18397-5

**Primed primary metabolism in systemic leaves: a functional systems analysis**

Jens Schwachtje, Axel Fischer, Alexander Erban, Joachim Kopka

**Supplementary Figure S1**

Overview of metabolites and genes related to glucose metabolism that were regulated in systemic leaves. 

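Among genes of glucose metabolism at day 3, 10 h, UGE1 (At1g12780, chromosome 1 from 4355926 to 4358894), a UDP-glucose epimerase, had 24.9 ± 5.46 CPM (SD, n = 3) in primed and 53.8 ± 7.56 CPM (SD, n = 2) in mock leaves, a log2 fold change of -1.11 (SE 0.195, adjusted p = 0.00188). The beta-amylase gene BAM1 (At3g23920, chromosome 3 from 8641181 to 8644449) changed by -0.58 (SE 0.113, adjusted p = 0.00373) and the invertase gene INV-E (At5g22510, chromosome 5 from 7474635 to 7478335) by -0.64 (SE 0.161, adjusted p = 0.0162). Upregulated were the UDP-galactose transporter genes UTR1 (At2g02810, chromosome 2 from 801527 to 803521) with 1.66 (SE 0.271, adjusted p = 0.00115), UTR2 (At4g23010, chromosome 4 from 12060131 to 12062858) with 1.04 (SE 0.169, adjusted p = 0.00113) and UTR3 (At1g14360, chromosome 1 from 4911093 to 4913167) with 1.20 (SE 0.266, adjusted p = 0.00804), and the pectin methylesterase gene At2g26440 (chromosome 2 from 11247160 to 11249620) with 2.58 (SE 0.384, adjusted p = 6.38e-04). The sucrose transporter gene SUC2 (At1g22710, chromosome 1 from 8030587 to 8033156) with -0.38 (SE 0.134, adjusted p = 0.0731) and the amylase gene AMY1 (At4g25000, chromosome 4 from 12851795 to 12853845) with 1.35 (SE 0.465, adjusted p = 0.0669) were not past the threshold at day 3, 10 h. AMY1 changed at day 4, 9 h by 1.44 (SE 0.417, adjusted p = 0.0489), INV-E by -0.53 (adjusted p = 0.0416) and ATPMEPCRB (At4g02330, chromosome 4 from 1032350 to 1035055), a pectin methylesterase gene, by 1.78 (SE 0.309, adjusted p = 0.0103).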

Log2-fold changes of genes are given in brackets for the 10 h time point at day 3 and for day 4.

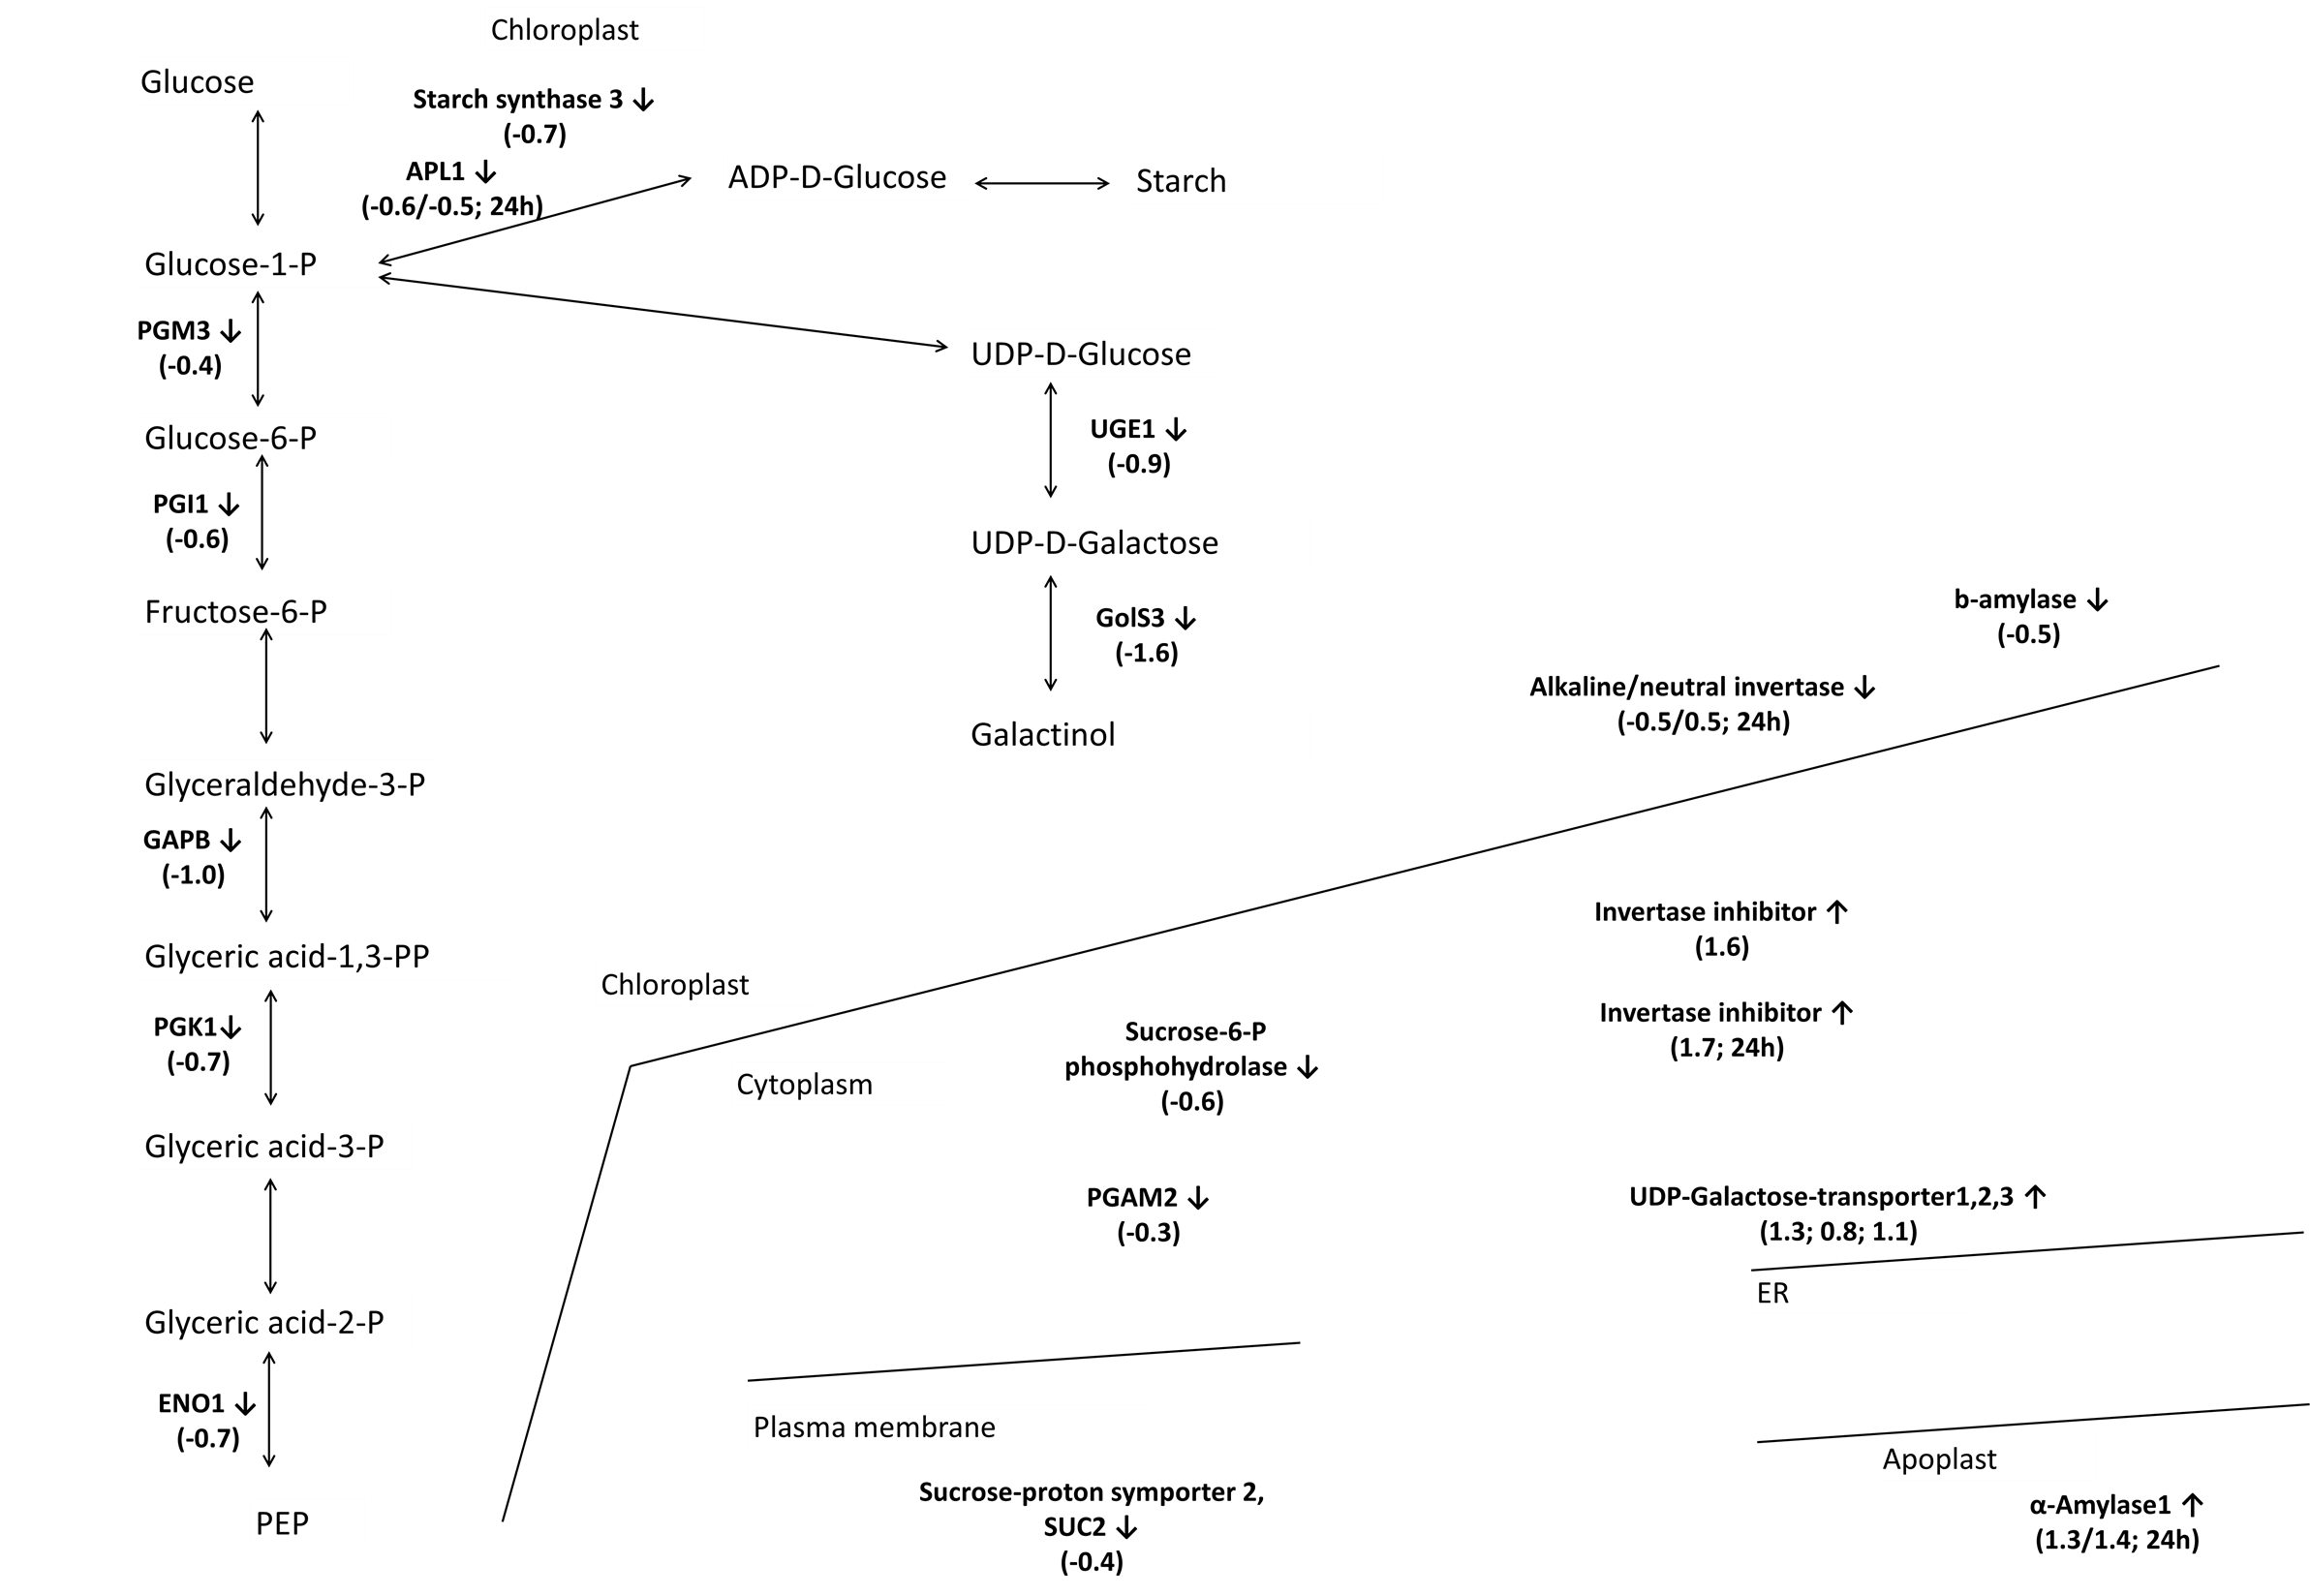

**Supplement:** Supplementary file 1 — Supplementary Figure S1

How the deposited data were processed for this re-analysis (not part of the article)

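RNA-Seq libraries of single young systemic leaves of primed and mock-treated Arabidopsis plants were analysed at day 3, 10 h after dawn, at day 3, 15 h and at day 4, 9 h. The authors mapped the reads with STAR to the Ensembl TAIR10 genome and deposited raw read counts per gene for each library, with no normalization. Each table holds 3 columns of counts, for reads on either strand, on the strand of the read and on the strand opposite to it. The last of these, the anti-strand counts used in the paper, is the basis of all values unless another column is named. The 17 libraries form 6 groups of 3 replicates, apart from the mock leaves of day 3, 10 h with 2. Replicate 2 of that group was not analysed here. The paper describes 3 replicates for each group.

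Treatment, time point and replicate number were taken from the sample labels. The numbers 1 to 3 occur in each group except the mock leaves of day 3, 10 h, which hold 1 and 3, so that primed replicate 2 has no partner there. The pairing of primed and mock leaves in the replicate block comes from these numbers alone. Whether the numbers pair the leaves was checked by correlating the deviations of the libraries from their group means. Deviations sum to 0 within a group, so that the mean r of leaves with different numbers follows closely from that of same-numbered leaves and is no separate evidence. Library totals ranged from 18786883 to 22230006 counts, with a median of 20451679. The median standard error of a log2 fold change was 0.175 at day 3, 10 h, 0.156 at day 3, 15 h and 0.156 at day 4, 9 h. The part of depth in these errors was not tested apart from the spread and the number of leaves.

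Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at its defaults and the quasi-likelihood F-test, which is 2-sided. All 17 libraries were fitted together with 1 coefficient for each group. Contrasts were primed minus mock at each time point and the differences between these contrasts. P-values were adjusted after Benjamini and Hochberg, with a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. CPM were computed with the TMM factors and are given as mean and SD of the leaves of a group. Gene sets were drawn by fixed words in the gene descriptions of the TAIR10.1 annotation, in which 97.7% of the 33602 genes were found, and tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2. Gene Ontology terms were not used. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures with matplotlib 3.10.9.

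Genes named in the text are those the paper names, the genes of a panel of 12 clock genes and a panel of 18 genes of salicylic acid signalling, and at each time point the 3 regulated genes with the largest rise and the 3 with the largest fall among those with all primed leaves on the same side of all mock leaves. For reads of the opposite strand, the 3 genes with the smallest adjusted p are named. Outside this rule, mMDH2, PPT2 and PUR2 at day 3, 15 h were picked only after their results were seen.

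Alternatives were DESeq2 1.42.0 without shrinkage and with its prior on log2 fold changes, median-of-ratios size factors, no filter on low counts, at least 10 counts in every sample, a fit of only the libraries of a time point, a replicate block within each time point, the unstranded counts, an absolute log2 fold change of at least 1, an inter-gene correlation estimated for each gene set, and leaving out each replicate in turn. For reads of the opposite strand the alternative was the genes with opposite-strand counts above 5% of the annotated-strand counts. These alternatives, the tests of regulated genes, panels and gene sets, and the rule for named genes were set before the data were examined.

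The procedure was tested on simulated data with 200 changed genes. These genes had a mean above 1 CPM and log2 fold changes of 1 or 2 in size. For size 1, edgeR without a replicate block recovered 71%, 78% and 81% in the order of the time points. The regulated genes of the real data had a median size of 0.70 at day 3, 10 h and 0.67 at day 4, 9 h, so the recoveries do not apply to most of those changes. Each gene had the same dispersion at every time point, so the recoveries do not show a difference in spread between time points. The edgeR fits tested 18825 genes and the DESeq2 fit 18998. Without a replicate block edgeR recovered 83.0% of the changed genes at day 3, 10 h, 88.5% at day 3, 15 h and 88.0% at day 4, 9 h, and 5.08%, 2.70% and 5.21% of the calls were false. With a replicate block it recovered 71.5%, 88.0% and 86.0%, with 4.67%, 2.75% and 5.41% false calls. DESeq2 recovered 85.5%, 90.5% and 90.5%, with 12.4%, 11.4% and 13.3% false calls. A set of 60 genes shifted by -0.4 passed the camera test at all 3 time points, and 0 of 60 results of unshifted sets passed it. The genes were simulated independently and the sets drawn at random. This result therefore cannot show how the preset correlation performs for sets of genes that vary together. No gene was called to differ between time points where no difference was simulated.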

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

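The tests of the label letters and of depth on the 46 genes below, the words counted in their descriptions, and every test of an explanation for the reads of the opposite strand, splits included, were chosen only after the result was seen.

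The response to priming differed between day 3, 10 h and day 3, 15 h in 46 genes, by the test of the difference itself. Of these, 45 were regulated at 10 h and 0 at 15 h, where 2463 genes had an unadjusted p below 0.05, and in 43 the change at day 4, 9 h lay between those of the other time points. Of the 37 genes with a more positive response at 10 h, 11 (29.7%) have kinase in their description, 7 (18.9%) have receptor, and 4 (10.8%) name disease resistance or a Toll/interleukin-1 receptor. Among the other 1201 genes upregulated at 10 h, 11.0%, 4.58% and 3.00% do. The words were chosen from the descriptions of these genes, so the percentages are no test. Library depth was tested by thinning every library to the smallest total, which left a median of 51 genes over 5 draws, from 45 to 59. The sample labels carry letter codes, and the primed leaves of day 3, 10 h are lettered A, C and AN. AN and the mock leaves of that time point, AQ and AS, lie apart in their letters from all other libraries. Over the 46 genes, the median change of AN was 0.8828 of that of A and C, but the genes were called with AN among the primed leaves, which favours such a value. Depth does not account for the difference by the test above, while a batch that follows the letters cannot be told apart from it. In fits that each left out one leaf, 0 to 524 genes differed, so the number is not stable. At day 4, 9 h, also in the middle of the day, the change of 36 of the 37 genes was nearer to that at 15 h than to that at 10 h, with medians of 1.46 at 10 h, 0.47 at day 4 and 0.17 at 15 h. The response differed between day 4 and 15 h in 0 genes, where 2331 had an unadjusted p below 0.05. This number was not stable either, with 153 genes by DESeq2, 3 with a replicate block and 0 to 621 in fits that each left out one leaf. The 37 genes were chosen by the difference between 10 h and 15 h, which favours large values at 10 h. Across all 2460 genes regulated at 10 h, the median ratio of the change to that at 10 h was 0.337 at 15 h and 0.465 at day 4. These values cannot decide on a difference between day and evening, which is therefore neither offered as an explanation nor excluded.

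Reads on the strand opposite to the annotated gene, which the paper did not analyse, made up 1.58% to 2.39% of a library. Of 6600 genes tested in these reads, 86 were regulated at day 3, 10 h (49 up, 37 down, 869 with an unadjusted p below 0.05), 1 at day 3, 15 h (453) and 9 at day 4, 9 h (4 up, 5 down, 487). The smallest adjusted p were those of LURP1, with a log2 fold change of 3.52 (SE 0.451, adjusted p = 1.37e-06), AT1G69140 with -4.24 (SE 0.544, adjusted p = 1.37e-06) and AT3G15460 with -2.30 (SE 0.326, adjusted p = 1.14e-05), with all 3 primed leaves on the same side of both mock leaves. For LURP1 these reads were 1.14% of those of the annotated strand, which changed by 3.18. AT3G15460 overlaps AT3G15450 on the other strand, which changed by -1.89, while its own annotated strand changed by 1.02.

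Reads of the annotated strand that were assigned to the wrong strand may explain the genes with few opposite-strand reads and the same direction, which were 40.7% of the 86. Overlap with a gene of the other strand that changed in the same direction may explain 32.56%. Neither accounts for the majority alone, and 24 of the 86 genes had neither. Of the 86, 38.4% overlapped a gene of the other strand against 42.2% of the tested genes. At day 3, 15 h 2 of the 4 splits of the 6 leaves that part all same-numbered pairs gave as many genes, and at day 4, 9 h 1 of 4 did, the real one included. With 4 splits neither result can be told apart from a grouping of leaves by chance. The other 6 splits keep a same-numbered pair together. No splits were counted at day 3, 10 h, since the mock group has 2 leaves. A biological role of these reads was not tested.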

How the results depend on the processing

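No test in this part was chosen after its result was seen. Of 110 values of named genes, 109 kept their direction and their side of the threshold with median-of-ratios size factors, 108 with the unstranded counts, 105 with no filter on low counts, 98 with DESeq2's prior, 96 with DESeq2 without shrinkage and 87 with the replicate block. With at least 10 counts in every sample it was 74 of 74, with only the libraries of that time point 75 of 105, and with an absolute log2 fold change of at least 1 it was 70 of 98. None of these alternatives reversed the sign of a named gene. Except where stated, the cause of a change was not tested.

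With only the libraries of that time point, 468 genes were upregulated and 201 downregulated at day 3, 10 h, 154 and 23 at day 3, 15 h, and 1465 and 916 at day 4, 9 h, so that day 4 and not day 3, 10 h held the most regulated genes. The clock panel then held 1 regulated gene at day 3, 10 h and 2 at day 4, 9 h, and the salicylic acid panel 6 at day 3, 10 h. The common biological coefficient of variation in these fits was 18.1%, 14.5% and 11.8% in the order of the time points.

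With a replicate block, 695 genes were upregulated and 729 downregulated at day 3, 10 h and 483 and 310 at day 4, 9 h. The response then differed in 3 genes between day 4, 9 h and day 3, 15 h and in 7 between day 4, 9 h and day 3, 10 h, and 1 clock gene was regulated at day 4. Deviations of same-numbered leaves correlated with a mean r of 0.0430 at day 3, 10 h, 0.0207 at 15 h and 0.0604 at day 4, with single pairs on both sides of 0 at each time point, so that a pairing by these numbers is not established.

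With an absolute log2 fold change of at least 1, 520 genes were upregulated and 197 downregulated at day 3, 10 h, 15 were downregulated at day 3, 15 h, and 243 and 77 were up- and downregulated at day 4, 9 h. The clock panel held 1 gene at day 3, 10 h.

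DESeq2 without shrinkage gave 313 upregulated and 230 downregulated genes at day 3, 15 h and 1266 and 834 at day 4, 9 h. The response differed in 279 genes between day 3, 10 h and 15 h, in 153 between day 4 and day 3, 15 h and in 131 between day 4 and day 3, 10 h. At day 4 it called 1 clock gene and 8 salicylic acid genes. With DESeq2's prior, the numbers were 306 and 229 at day 3, 15 h and 1244 and 829 at day 4, 9 h. With no filter on low counts, 240 genes were upregulated and 110 downregulated at day 3, 15 h.

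With at least 10 counts in every sample, the response differed in 73 genes between day 3, 10 h and 15 h and in 5 between day 4 and day 3, 10 h. The test's direction turned for pathogenesis-related proteins at day 4 9 h (mean log2 fold change 0.1252) and for peroxidases and superoxide dismutases at day 4 9 h (0.0708). With opposite-strand counts above 5% of the annotated-strand counts, 2126 genes were tested. Of these, 117 were regulated at day 3, 10 h, against 86 of 6600 without this limit, 7 at day 3, 15 h and 55 at day 4, 9 h. With the inter-gene correlation estimated for each set, 0 gene sets were past the threshold at day 3, 10 h, 0 at 15 h and 0 at day 4, where 5469, 2463 and 4660 single genes had an unadjusted p below 0.05. The gene set results thus depend on the preset correlation.

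Many numbers moved in the fits that each left out one leaf. These gave at day 3, 10 h 772 to 1474 upregulated and 674 to 1553 downregulated genes (3 fits, since no test was made with 1 mock leaf left). At day 3, 15 h they gave 0 to 55 and 0 to 71, and at day 4, 9 h 20 to 790 and 13 to 491 (6 fits each). The response differed in 0 to 524 genes between day 3, 10 h and 15 h (9 fits), in 0 to 621 between day 4 and day 3, 15 h (12 fits) and in 0 to 163 between day 4 and day 3, 10 h (9 fits). The salicylic acid panel held 0 to 3 regulated genes at day 3, 15 h and 0 to 7 at day 4. Of the 98 named values past the threshold, 45 stayed past it in every such fit with a test, and 2 of the 110 changed sign, GolS3 and PDF1.2b at day 3, 10 h. Mean log2 fold changes of gene sets whose direction in the camera test turned ranged at day 3, 15 h from -0.1631 to 0.158 for cytosolic ribosomal proteins. They ranged there from -0.0831 to 0.0733 for ribosome biogenesis and from -0.0517 to 0.0627 for pentatricopeptide repeat proteins. At day 4 they ranged from 0.0797 to 0.2605 for pathogenesis-related proteins and from -0.0529 to 0.0723 for peroxidases. The mean of the aminotransferases also crossed 0, while their direction in the test stayed. It ranged from -0.1024 to 0.0559 at day 3, 15 h and from -0.1016 to 0.0133 at day 4.

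The depth of the data limits genes such as GAD, with 5 to 48 counts in a leaf at day 3, 10 h, and MIOX2, with 0 to 7 counts at day 4.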

Differences from the paper's values

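No test in this part was chosen after its result was seen. Of 72 log2 fold changes the paper states, 72 had the same sign here, 55 lay within the replicate SD and 17 did not, and 65 were larger in size here. In each case below, the alternatives set before the data were examined that are not named left the difference open. The paper's values at day 3, 10 h rest on 3 mock leaves and those here on 2, since mock replicate 2 was not analysed. At the other time points all replicates were analysed. Across genes of Supplementary Table S3, the median ratio of sizes here to the paper's was 1.157 at day 3, 10 h. It was 1.044 at 15 h and 1.009 at day 4. The part of mock replicate 2 in the gaps at day 3, 10 h could not be tested. A setting that closes a gap there is thus not shown to be its cause.

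Upregulated at day 3, 10 h were 1238 genes against the paper's 597. The values came within the limit with only the libraries of that time point (468), a replicate block (695), an absolute log2 fold change of at least 1 (520), and without primed replicate 1 (772) or 2 (879). Downregulated were 1222 genes against the paper's 477, which came within the limit without primed replicate 1 (674). At day 3, 15 h 39 genes were downregulated against the paper's 24, and median-of-ratios size factors (33), at least 10 counts in every sample (29), only the libraries of that time point (23) and a replicate block (36) closed the gap. At day 4, 9 h 513 genes were downregulated against the paper's 254, closed by a replicate block (310) and without mock replicate 2 (243). Regulated genes at day 3, 15 h were 5.12% of those at 10 h against the paper's 10%, closed with no filter on low counts (14.6%), a replicate block (10.7%) and an absolute log2 fold change of at least 1 (10.6%). Deviations of same-numbered leaves, on which the replicate block rests, correlated with a mean r of 0.0430 at day 3, 10 h, 0.0207 at 15 h and 0.0604 at day 4, with single pairs on both sides of 0.

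Among log2 fold changes at day 3, 10 h, that of ASN1 was -4.15 against the paper's -3.3, closed without primed replicate 1 (-3.91) or mock replicate 3 (-3.26). P5CS1 had -2.29 against the paper's -2.07, closed by DESeq2's prior (-1.96), a replicate block (-2.20) and without primed replicate 2 (-2.21) or mock replicate 3 (-2.17). GLU1 had -0.96 against the paper's -0.87, closed by DESeq2's prior (-0.95), no filter (-0.95), only the libraries of that time point (-0.94) and without primed replicate 1 (-0.91) or mock replicate 3 (-0.90). PDH-E1 ALPHA had -0.36 against the paper's -0.28, closed without primed replicate 1 (-0.33) or mock replicate 3 (-0.32). AT2G35840 had -0.72 against the paper's -0.6, closed by DESeq2's prior (-0.70), only the libraries of that time point (-0.70), a replicate block (-0.69) and without primed replicate 1 (-0.70), primed replicate 2 (-0.69) or mock replicate 3 (-0.60). MCCA sub1 had -1.05 against the paper's -0.9, closed by DESeq2's prior (-1.002), no filter (-1.04), only the libraries of that time point (-1.03), a replicate block (-1.04) and without primed replicate 1 (-1.01), primed replicate 2 (-1.04) or mock replicate 3 (-0.89).

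AMT1 had 1.33 against the paper's 0.84, PPCK1 2.13 against the paper's 1.47, UTR2 1.04 against the paper's 0.76 and AT2G26440 2.58 against the paper's 1.58, and none of the alternatives set before the data were examined closed these gaps. AMT2 had 1.39 against the paper's 1.14, closed without mock replicate 1 (1.26). NRT3.1 had 2.18 against the paper's 1.39, closed by DESeq2's prior (1.69), a replicate block (1.93) and without primed replicate 1 (1.80), primed replicate 2 (2.11) or mock replicate 1 (1.89). UTR1 had 1.66 against the paper's 1.3, closed by DESeq2's prior (1.53) and without mock replicate 1 (1.39). At day 4, 9 h GolS3 had -2.39 against the paper's -2.2, closed without primed replicate 2 (-2.34), primed replicate 3 (-2.29) or mock replicate 1 (-2.31).

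Of the plant defensin genes at day 3, 10 h, PDF1.2b had -8.58 against the paper's -3.0, closed by DESeq2's prior (-0.60). PDF1.2c had -10.96 against the paper's -3.5, closed by DESeq2's prior (-1.001). PDF1.3 had -8.34 against the paper's -3.5, closed by DESeq2's prior (-0.77) and without mock replicate 3 (-1.19). The replicate SD of these genes is large, so values far from the paper's count as within it.

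The paper states that photosynthesis gene sets were no longer regulated at day 3, 15 h. The 66 photosystem and light-harvesting genes had a mean log2 fold change of -0.31 there (camera at the preset correlation, adjusted p = 5.63e-20, lower in all 3 primed leaves). With the inter-gene correlation estimated for each set, 0 sets passed the threshold at 15 h, and 0 of the 66 genes passed it as single genes. Its text states that no genes of primary metabolism were regulated at that time point, while its Table 2 lists DUR3 there, which had 2.36 (adjusted p = 0.0356) here. DUR3 was not the only such gene past the threshold here. Outside Table 2, the malate dehydrogenase gene mMDH2 had -0.46 (adjusted p = 0.0490). The phosphoenolpyruvate translocator gene PPT2 had 0.71 (adjusted p = 0.0378) and the glycinamide ribonucleotide synthetase gene PUR2 had 0.49 (adjusted p = 0.0378). The paper lists as regulated, and the counts left above the threshold, GAD2 (-0.31, adjusted p = 0.0804), c-NAD-MDH1 (-0.31, adjusted p = 0.0898), SUC2 (-0.38, adjusted p = 0.0731) and AMY1 (1.35, adjusted p = 0.0669) at day 3, 10 h, PR1 at 15 h (3.62, adjusted p = 0.0805), COR15A (-2.23, adjusted p = 0.0594) and COR15B (-1.54, adjusted p = 0.0998) at 15 h, and NADP-ME4 (-0.28, adjusted p = 0.106) and PDF1.2 (4.50, adjusted p = 0.133) at day 4. It also names DREB1A at day 3, 10 h (-1.02, adjusted p = 0.131) and day 4 (-1.56, adjusted p = 0.0950), and GolS3 at day 3, 10 h (-1.11, adjusted p = 0.203).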

Other observations

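The tests on the plant defensin genes, on the photosystem genes and of the dispersion trend given to all time points were chosen only after the result was seen.

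The primed leaves of day 3, 10 h carry the letter codes A, C and AN, and the mock leaves AQ and AS. Along the response of the other primed leaves, with mock at 0, AN lay at 0.3479, A at 0.604 and C at 0.570. The test set before had no limits for values in between, and the range from 0.25 to 0.75 of the mean of A and C that leaves it open was chosen after 0.3479 was seen. Of 3027 genes regulated without AN, 2768 (91.4%) changed in the same direction in AN, with a slope of 0.481. A batch that follows the letters cannot be told apart from a weaker response of this leaf.

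A shift of the time of day in primed leaves was tested by correlating the response at each time point with the change between mock leaves of the other time points. Spearman's rho across 18998 genes was -0.2934 at day 3, 10 h, 0.0212 at day 3, 15 h and -0.2891 at day 4, 9 h, each below the limit of 0.3 in size set for this test. For day 3, 15 h the mock harvests compared are both from the middle of the day, but of different days. Along the principal component with the largest share of the variance they lay apart. The mock leaves were at 6.723 and 13.125 at day 3, 10 h and at 57.854 to 65.225 at day 4, 9 h. Whether the change between them follows the hour or the day was not tested. A shift of the hour therefore cannot be told apart at day 3, 15 h, a reading chosen after the value was seen. The values for 10 h and day 4 lie close to that limit, and among regulated genes rho was -0.524, 0.0948 and -0.572. In sign, primed leaves in the middle of the day resembled mock leaves of a later hour.

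The lower number of regulated genes at day 3, 15 h was tested against depth and spread. With every library thinned to the smallest total, the medians were 2419, 125 and 1224 regulated genes in the order of the time points, and another time point kept at least 9.136 times the number of 15 h. The spread between replicates at 15 h (14.5%) was below that at 10 h (18.1%) but above that at day 4 (11.8%). The larger of the slopes of the changes at 15 h on those of genes regulated at the other time points was 0.4474. This value is that of genes regulated at day 4, which had a slope of 0.875 at 10 h. Genes regulated at 10 h had slopes of 0.384 at 15 h and 0.387 at day 4. Without the 4 plant defensin genes these slopes were 0.424 and 0.468. The median ratio of the change to that at 10 h was 0.337 at 15 h and 0.465 at day 4. Each of these values was smaller at 15 h, but by little for the slopes with the defensin genes. Genes chosen at another time point also have smaller changes by that choice. This reading of the slope was chosen after the value was seen. The slope therefore cannot tell whether spread lowered the number. In a likelihood ratio test with the dispersion trend of the 15 h leaves given to all time points, 2690, 781 and 2025 genes were regulated in the order of the time points, so that another time point kept at least 2.593 times the number of 15 h. Depth does not account for the lower number by the thinned counts. The main fit already gives each gene the same dispersion at every time point, so the test of spread largely repeats it. It gave 781 genes at 15 h against 126 in the main fit. With the trend of 10 h or of day 4 given to all, 15 h again had the fewest genes, 498 and 1203. A larger spread at 15 h is not excluded by this test, and the ratio to day 4 is close to the limit of 2 set for it. Among the 4 splits of the 6 leaves that part all same-numbered pairs, 1 gave as many regulated genes at day 3, 15 h and 1 at day 4, 9 h, the real one in both cases. The largest number in any other of the 10 splits was 2 at day 3, 15 h and 0 at day 4. With 4 splits a grouping by chance cannot be told apart by this count.

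The fall of the plant defensin genes at day 3, 10 h rests on 1 mock leaf. Without mock replicate 3, 0 of the 4 genes kept an absolute log2 fold change of at least 1 with 10 counts or more in a remaining leaf. A state of mock replicate 3 may therefore be the source of the fall seen here, and a biological explanation was not tested apart from it. The 4 genes belong to a single family, and reads shared between them were not tested.

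The mean of the photosystem and light-harvesting genes at day 3, 15 h was as far from 0 in 1 of the 4 splits that part all same-numbered pairs, the real one, and in 1 of all 10. Between mock leaves of day 3, 10 h and day 4, 9 h the mean of the set changed by 0.1886, less than the change of -0.31 with priming, but both harvests are from the middle of the day. In mock leaves the mean log2 CPM of the set changed by -0.68 from day 3, 10 h to day 3, 15 h, more than with priming. Neither a shift of the time of day nor, with 4 splits, a grouping by chance can be told apart from the change with priming.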
